# Vitamin D3 Metabolites Demonstrate Prognostic Value in *EGFR*-Mutant Lung Adenocarcinoma and Can be Deployed to Oppose Acquired Therapeutic Resistance

**DOI:** 10.3390/cancers12030675

**Published:** 2020-03-13

**Authors:** Tatiana Shaurova, Grace K Dy, Sebastiano Battaglia, Alan Hutson, Letian Zhang, Yunkai Zhang, Christine M Lovly, Mukund Seshadri, David W Goodrich, Candace S Johnson, Pamela A Hershberger

**Keywords:** lung cancer, EGFR, tyrosine kinase inhibitor, vitamin D, epithelial–mesenchymal transition

## Abstract

EGFR tyrosine kinase inhibitors (EGFR TKIs) are the standard of care treatment for patients with *EGFR*-mutant lung adenocarcinoma (LUAD). Although initially effective, EGFR TKIs are not curative. Disease inevitably relapses due to acquired drug resistance. We hypothesized that vitamin D metabolites could be used with EGFR TKIs to prevent therapeutic failure. To test this idea, we investigated the link between serum 25-hydroxyvitamin D3 (25(OH)D3) and progression-free survival (PFS) in patients with *EGFR*-mutant LUAD that received EGFR TKIs (erlotinib n = 20 and afatinib n = 1). Patients who were 25(OH)D3-sufficient experienced significantly longer benefit from EGFR TKI therapy (mean 14.5 months) than those with 25(OH)D3 insufficiency (mean 10.6 months, *p* = 0.026). In contrast, 25(OH)D3 had no prognostic value in patients with *KRAS*-mutant LUAD that received cytotoxic chemotherapy. To gain mechanistic insights, we tested 1,25-dihydroxyvitamin D3 (1,25(OH)2D3) activity in vitro. 1,25(OH)2D3 promoted epithelial differentiation and restored EGFR TKI sensitivity in models of EGFR TKI resistance that were associated with epithelial–mesenchymal transition (EMT). 1,25(OH)2D3 was ineffective in a non-EMT model of resistance. We conclude that vitamin D sufficiency portends increased PFS among *EGFR*-mutant LUAD patients that receive EGFR TKIs, and that vitamin D signaling maintains drug efficacy in this specific patient subset by opposing EMT.

## 1. Introduction

Lung cancer is the most frequent cause of cancer-related mortality in the US and worldwide [1]. Treatment selection for lung cancer patients is determined by histologic and molecular features of the tumor. Activating mutations in the tyrosine kinase domain of the epidermal growth factor receptor (*EGFR*) gene, including exon 19 deletions (Del19) and exon 21 point mutations (L858R), drive lung tumorigenesis. Such molecular alterations occur in approximately 15% of US and 40% of Asian non-small cell lung cancer (NSCLC) cases [2,3]. Patients with advanced *EGFR*-mutant NSCLC are treated with EGFR tyrosine kinase inhibitors (EGFR TKIs) such as erlotinib (1st generation), afatinib (2nd generation), and osimertinib (3rd generation). In the majority of patients, the clinical course of EGFR TKI anti-tumor activity is characterized by an initial period of efficacy, followed by disease recurrence. There is a critical need to develop strategies to overcome resistance or extend the efficacy of TKIs in this patient population.

Acquired resistance to EGFR TKIs is frequently accompanied by epithelial-to-mesenchymal transition (EMT). This phenomenon is observed not only in preclinical models but also in clinical specimens [4,5,6,7]. Hence, the addition of pro-epithelial agents to the standard treatment of *EGFR*-mutant NSCLC may not only extend the duration of initial response to TKIs but also improve their efficacy after malignant progression. Vitamin D, a secosteroid hormone recognized for its role in muscular–skeletal and immune physiology, is capable of promoting apoptosis and epithelial differentiation in a variety of preclinical tumor models [8,9,10,11,12]. The link between vitamin D status and lung cancer in the clinical setting remains controversial. Several retrospective studies found an association between low serum 25-hydroxyvitamin D3 (25(OH)D3), a commonly used marker of vitamin D status, and increased risk of lung cancer mortality [13,14], while others found no such correlation [15,16,17]. A recently conducted prospective, double-blind placebo-controlled trial of vitamin D supplementation in unselected NSCLC patients demonstrated that supplementation provided no significant survival benefit in the overall cohort [18]. However, the vitamin D deficient subgroup of patients with early-stage LUAD that received vitamin D3 (1200 IU per day) versus placebo had significantly longer progression-free survival (PFS) and overall survival (OS). Notably, this trial was conducted in Japan, where *EGFR* mutations are the predominant oncogenic driver of LUAD. 

In this regard, our previous work demonstrated that *EGFR*-mutant lung tumor models are uniquely sensitive to treatment with the active metabolite of vitamin D, 1,25-dihydroxyvitamin D3 (1,25(OH)2D3). This is largely due to their high expression of vitamin D receptor (VDR) and low levels of a key vitamin D catabolizing enzyme 24-hydroxylase, encoded by the *CYP24A1* gene [19,20]. On the other hand, *KRAS*-mutant NSCLCs appear to have a VDR-low/CYP24A1-high expression pattern and are intrinsically refractory to 1,25(OH)2D3 treatment [19,20]. Cumulatively, these data raise the intriguing possibility that genotype-dependent differences in vitamin D3 signaling capacity exist and that it might be possible to exploit vitamin D3 supplementation preferentially in certain molecular subsets of LUAD to prevent disease progression. The benefits of vitamin D in molecularly defined subtypes of lung cancer have not been previously studied. Driven by the hypothesis that the benefits of vitamin D in patients is likely to be critically influenced by the molecular subtype of LUAD, in the current study we aim to investigate the prognostic value of vitamin D status in *EGFR*-mutant and *KRAS*-mutant NSCLC, as well as its activity in *EGFR* mutant LUAD cells (a candidate responsive subset).

## 2. Results

### 2.1. Serum 25(OH)D3 Predicts PFS in EGFR-Mutant LUAD but Not KRAS-Mutant LUAD

To evaluate the association between vitamin D serum concentrations and outcomes in molecularly defined LUAD subtypes, we retrospectively analyzed progression-free survival (PFS) in patients with advanced LUAD, whose tumors harbored either *KRAS* (n = 34) or *EGFR* (n = 21) mutations. Patient characteristics are shown in Table 1 and were balanced across tumor genotypes. All *EGFR*-mutant patients received first-line, standard of care treatment with EGFR TKIs (erlotinib (n = 20) or afatinib (n = 1)). Patients with *KRAS*-mutant LUAD received a platinum-containing regimen as first-line therapy. For survival analysis, participants were divided into groups based on their serum 25(OH)D3 levels, with the cut-off set at 30 ng/mL based on Endocrine Society guidelines [21]. Then, 65% of the *KRAS*-mutant patients (22/34) and 62% of the *EGFR*-mutant patients (13/21) were classified as vitamin D-insufficient using this cut-off. A trend towards longer PFS in the 25(OH)D3 >30 vs. 25(OH)D3 <30 ng/mL groups was detected in the total study population (*KRAS*-mutant and *EGFR*-mutant combined). However, statistical significance was not reached (10.5 months vs. 8.9 months in 25(OH)D3 >30 vs. <30 ng/mL, *p* = 0.056; Figure 1A). We then performed a survival analysis in *KRAS*-mutant and *EGFR*-mutant subsets separately. High serum 25(OH)D3 did not provide PFS benefit in *KRAS*-mutant patients (6.2 vs. 6.0 months in 25(OH)D3 >30 vs. < 30 ng/mL, *p* = 0.839; Figure 1B). Since our previous work determined that vitamin D signaling is compromised in *KRAS*-mutant models of NSCLC, lack of association between 25(OH)D3 and PFS in this subset of patients was not unexpected [19]. Conversely, serum levels of 25(OH)D3 >30 ng/mL predicted significantly longer PFS in the *EGFR*-mutant LUAD patients (14.5 vs. 10.6 months in 25(OH)D3 >30 vs. <30 ng/mL, *p* = 0.022; Figure 1C). At the time of disease progression, when possible, the *EGFR* T790M gatekeeper mutation was screened for as a mechanism of EGFR TKI resistance. The T790M mutation was detected in 38.5% of vitamin D-insufficient and 37.5% of vitamin D-sufficient patients. T790M was tested for but not detected in 53.8% of vitamin D-insufficient and 37.5% of vitamin D-sufficient patients. Material was not available for testing in 7.7% of vitamin D-insufficient and 37.5% of vitamin D-sufficient patients.

Additionally, we found a significant association between PFS and tumor genotype, patient sex, and vitamin D status, where *EGFR* mutation, female sex, and 25(OH)D3 >30 ng/mL directly associated with PFS (Figure 1D). Each of these three factors represented a relative risk reduction in PFS of roughly one half for the reference group relative to the non-reference group. Overall, the above findings suggest that vitamin D may provide survival benefit in a specific, molecularly defined subtype of NSCLC, namely *EGFR*-mutant LUAD. 

### 2.2. EGFR TKI Resistance Is Associated with EMT

One possible explanation for the association between 25(OH)D3 sufficiency and longer benefit from early generation EGFR TKIs is that vitamin D signaling opposes EGFR TKI resistance. To test this idea, we investigated vitamin D receptor-mediated signaling, transcription, and function in models of acquired resistance to EGFR TKIs.

*EGFR*-mutant NSCLC cells H1975, SH416, and PC9 were subjected to chronic treatment with 0.5 µM osimertinib (H1975) or 1 µM erlotinib (SH416 and PC9) to generate EGFR TKI-resistant sub-lines, H1975-OR, SH416-ER, and PC9-ER. IC50 and IC80 values for the TKIs were significantly increased in resistant cells as compared to parental counterparts (IC80 values of 14.2 vs. 3010, 11.3 vs. 2248, and 20.9 vs. 27,700 nM for H1975, SH416, and PC9 parental vs. resistant counterparts, respectively; Figure 2A). The emergence of additional mutations in the tyrosine kinase domain of the *EGFR* gene is the most prevalent mechanism of acquired resistance to EGFR TKIs [22,23]. To determine whether EGFR TKI resistance in our models was brought about by second or third site *EGFR* mutations, we sequenced exons 19–21 of the receptor. No additional mutations were found, indicating that the cells developed resistance by an *EGFR*-independent mechanism (Table S1). 

Activation of bypass signaling pathways is another common mechanism of EGFR TKI failure [7,24,25,26,27]. In sensitive cells, EGFR TKIs block phosphorylation of EGFR and its downstream signaling molecules, such as AKT and ERK1/2, resulting in profound cell growth inhibition. However, in cells that acquire bypass-related resistance, these effector cascades remain activated and provide pro-survival signaling even in the presence of EGFR TKIs. To investigate the activation of bypass signaling in our EGFR TKI-resistant models, we examined phosphorylation of AKT and ERK1/2 in the absence and presence of EGFR TKIs. In contrast to SH416 and PC9 parental cells, erlotinib-resistant SH416–ER and PC9–ER cells sustained high levels of either pAKT (SH416–ER) or pERK1/2 (PC9–ER) after treatment with erlotinib. In SH416 parental cells, pAKT was undetected. In SH416–ER cells, pAKT was dramatically upregulated and only modestly reduced by erlotinib, despite complete pEGFR inhibition. Therefore, we conclude that both PC9–ER and SH416–ER cells developed EGFR TKI resistance associated with the activation of a bypass pathway (Figure 2B). Conversely, the effect of osimertinib on pERK1/2 and pAKT was similar in both H1975 parental and H1975–OR cells, suggesting a bypass-independent resistance mechanism (Figure 2B).

Upon microscopic examination, H1975–OR and SH416–ER, but not PC9–-ER cells developed a spindle shape (Figure 2C), suggestive of EMT. Therefore, we examined expression of epithelial marker E-cadherin and mesenchymal marker vimentin in our models. We observed a striking loss of E-cadherin and gain of vimentin in H1975–OR and SH416–ER cells when compared to the corresponding parental lines (Figure 2D). Expression of additional epithelial and mesenchymal markers in H1975–OR cells is shown in Figure S1. These molecular changes were accompanied by a significant increase in invasion in H1975–OR and SH416–ER cells (2.9 and 1.5 times increase in invading fraction in H1975–OR and SH416–ER cells compared to corresponding parental counterparts; Figure 2E). In contrast, expression of E-cadherin and vimentin was similar in PC9 and PC9–ER cells Figure 2D), with PC9–ER cells having a lower invasion potential than their parental counterparts (0.52 relative invading fraction in PC9–ER compared to PC9 parental cells; Figure 2E). Similar results were previously reported by others: PC9 cells with acquired resistance to osimertinib maintained epithelial phenotype, while H1975 osimertinib-resistant cells developed mesenchymal features [28,29,30]. Overall, two out of three EGFR TKI-resistant models we developed (H1975–OR and SH416–ER) underwent EMT. Bypass activation was detected in PC9–ER and SH416–ER cells. Such heterogeneity is not unexpected and is representative of a diverse spectrum of therapy resistance mechanisms in the clinic.

### 2.3. VDR Expression and Signaling Are Maintained in EGFR TKI-Resistant Cells

Vitamin D signaling is initiated when 1,25(OH)2D3 binds to the vitamin D receptor (VDR). Previously, we demonstrated that *EGFR*-mutant treatment-naïve NSCLC cells and tumors express VDR and are sensitive to 1,25(OH)2D3 [19,20]. However, 1,25(OH)2D3 signaling capacity in models of acquired resistance to EGFR TKIs, including those with mesenchymal phenotype, have not been reported. Hence, we sought to characterize the 1,25(OH)2D3 signaling axis in our models of EGFR TKI resistance. In vitro studies were done using the active metabolite of vitamin D, 1,25(OH)2D3. 1,25(OH)2D3 is produced in the kidney and other tissues upon hydroxylation of its circulating precursor, 25(OH)D3, by the *CYP27B1*-encoded, 1α-hydroxylase [31]. Although tumor cells are known to express *CYP27B1* at varying levels (and produce 1,25(OH)2D3), conventionally, in vitro studies of vitamin D activity utilize 1,25(OH)2D3 to avoid variation in local production across models.

As shown in Figure 3A, VDR protein levels were reduced in SH416–ER and PC9–ER, but not H1975–OR cells when compared to their parental counterparts. Nevertheless, treatment with 1,25(OH)2D3 resulted in expected stabilization and increased levels of the receptor. This effect persisted in the presence of EGFR TKIs in all three resistant cell lines. Furthermore, 1,25(OH)2D3 induced transcriptional responses, as demonstrated by increased mRNA levels of two well-characterized direct targets of VDR, *CYP24A1* and *CAMP*. *CYP24A1* was upregulated in all cell lines under investigation (Figure 3B), and *CAMP* was increased in SH416–ER and PC9–ER (Figure 3C). Therefore, 1,25(OH)2D3 maintains signaling capacity in *EGFR*-mutant, TKI resistant cells, and so may be engaged to combat disease progression.

### 2.4. 1,25(OH)2D3 Promotes Epithelial Differentiation and Cell Cycle Arrest in EMT-Associated Models of EGFR TKI Resistance

We previously reported the ability of 1,25(OH)2D3 to oppose TGFβ-induced EMT in EGFR-mutant, TKI-naïve cells [32]. 

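H1975 is a human lung adenocarcinoma cell line with mutant EGFR, and H1975–OR cells were derived from it and are resistant to osimertinib, an EGFR inhibitor. RNA came from 3 separate passages of vehicle-treated H1975, vehicle-treated H1975–OR, and H1975–OR cells given 100 nM 1,25(OH)2D3, the hormonally active form of vitamin D3. The letters a, b, and c of the samples number the replicates. Treatment lasted 96 h, with doses at 0, 48, and 92 h. From paired-end reads of total RNA libraries the authors estimated with Kallisto, which shares a read among the transcripts it fits, how many reads each gene received. The deposited values are these estimated counts for 19612 gene symbols, with no scaling for library size or gene length. They were rounded to whole counts here. The estimated counts of the H1975 libraries summed to between 4741807 and 5447793, with a median of 5385954. The sums lay between 4724371 and 5240477 (median 4950638) in vehicle-treated H1975–OR and between 4833034 and 6140120 (median 5639500) with 1,25(OH)2D3. Counts were scaled by the TMM method of edgeR and are given as CPM, which scale each count by the library's TMM-adjusted total. Differences were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in one fit of 3 groups and 8 libraries without Sample 3a. The fit covered the 12513 genes that passed edgeR's filterByExpr. A gene with no counts in a library could still have had up to 3, so a fold against a group in which every library had 3 counts or fewer is given as a lower bound. These floors cover counting error only. Sets of genes were compared with all other genes by camera of limma, with a preset correlation between genes of 0.01. Its p rests on a model across genes and is not exact. An exact regrouping of 3 libraries against 3 has 10 splits and can never give a share under 10%. Of the gene sets, 17 tests were planned as one family, over which the camera p was adjusted. In simulated counts with 200 genes changed by 2 on the log2 scale, the same test recovered 133 of them between the H1975–OR and H1975 groups, with 7 false calls, and 135 between the 1,25(OH)2D3 and vehicle groups, with 13 false calls.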

To investigate 1,25(OH)2D3 activity in EGFR TKI-resistant cells, we performed RNA sequencing of H1975 (Samples 1a, 1b, and 1c), H1975–OR (Samples 2a, 2b, and 2c), and H1975–OR cells treated with 1,25(OH)2D3 (Samples 3a, 3b, 3c). The H1975-based experimental models were selected for RNA sequencing because bypass activation did not contribute to their acquired EGFR TKI resistance. 

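Over the 12325 genes that passed the filter in the 9 libraries, the log2(CPM + 2) values of Sample 3a had a mean Pearson correlation of 0.908 with those of Samples 3b and 3c. This correlation is across genes, which are not independent replicates, and it was described without a test. Samples 3b and 3c correlated at 0.962 with each other. Among the 6 vehicle-treated libraries, the mean correlation with the other libraries of the group lay between 0.941 (Sample 2a) and 0.962 (Sample 1b). On the 500 most variable genes, the setting that moved the value most, the mean correlation of Sample 3a fell to 0.61. Sample 3a was closer to vehicle-treated Sample 2a (0.919) than to either library of its own group. With average linkage on 1 minus the correlation, a tree divided into 3 clusters held the H1975 libraries, the other 5 H1975–OR libraries, and Sample 3a alone. The first principal component carried 42.4% of the variance and placed Sample 3a, at 18.6, among the other H1975–OR libraries, which lay from 10.8 to 34.5. The second carried 19% and placed Sample 3a at −67.3, with the other 8 libraries between −9.6 and 21.5. Mitochondrial mRNA made up 1.54% of the counts in Sample 3a and at most 1.05% in the other 8. CYP24A1, a gene induced by 1,25(OH)2D3, stood at 1022 CPM in Sample 3a, between the 869.6 CPM of Sample 3b and the 1470.0 CPM of Sample 3c, and at no more than 8.59 CPM in vehicle-treated H1975–OR.

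**Figure D1:**
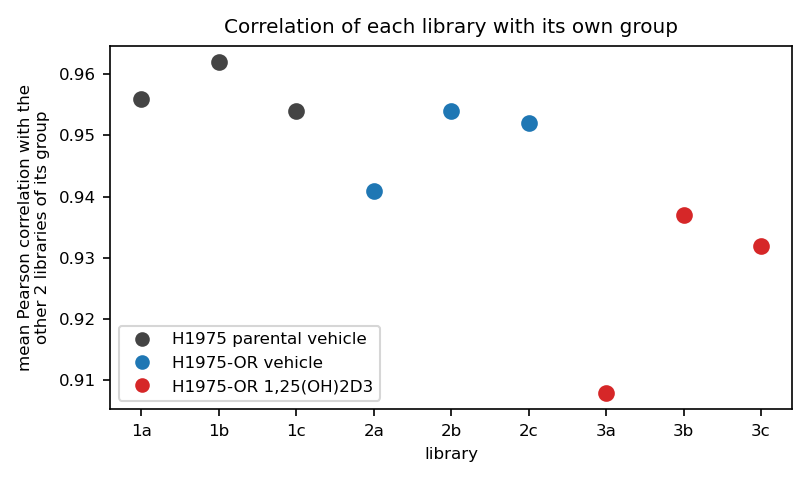
Mean Pearson correlation across genes of log2(CPM + 2) values between each of the 9 libraries and the other libraries of its group. Sample 3a lies lowest, at 0.908, and the values of 3b (0.937) and 3c (0.932) include their correlation with 3a.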

Hierarchical clustering and principal component analyses of the expression data identified a strong deviation from the norm and atypical gene expression pattern in Sample 3a (Figure S2). 

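Keeping Sample 3a in the fit changed the numbers of genes with an adjusted p under 0.05. Between H1975–OR and H1975, 1636 genes passed with Sample 3a in the fit, all of which also passed without it. Between 1,25(OH)2D3 and vehicle, 17 genes passed with Sample 3a, of which 13 also passed without it. TNFRSF1A was among the genes that lost their call. Its level was 19.9 CPM in Sample 3a, against 93.6 ± 16.4 CPM (SD, n = 2) in Samples 3b and 3c.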

For these reasons we chose to exclude data obtained from Sample 3a from further analysis.

Based on the gene set enrichment analysis (GSEA), an enrichment map was constructed (Figure S3), which revealed that 1,25(OH)2D3 promoted epithelial differentiation in H1975–OR cells. 

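Of 12513 genes tested, 19 were higher and 0 were lower in 1,25(OH)2D3-treated than in vehicle-treated H1975–OR cells at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 456 higher and 454 lower genes. The alternative that moved the count most was DESeq2's test, with 78 higher and 44 lower genes that included all 19. With the replicate letter as a block (replicate block) the count was 9, of which 8 were among the 19. That block also covers the H1975 libraries, whose letters did not pair with those of vehicle-treated H1975–OR. With the block in the 11 H1975–OR libraries alone, a setting chosen after seeing the data, the count was above 19. Leaving out vehicle Sample 2b gave 10 genes, and leaving out 2c gave 11. CYP24A1 lies on chromosome 20 of GRCh38 from 54153446 to 54173986 and encodes the enzyme that degrades 1,25(OH)2D3. It rose from 5.57 ± 2.72 CPM (SD, n = 3) with vehicle to 1170.0 ± 425 CPM (SD, n = 2), a log2 fold change of 7.71 (standard error 0.36, adjusted p = 0.000183 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CDH1, which encodes E-cadherin, lies on chromosome 16 from 68737292 to 68835537 and has 16 exons. It rose from 6.94 ± 2.20 CPM (SD, n = 3) to 129.8 ± 31.0 CPM (SD, n = 2). Its log2 fold change was 4.22 (standard error 0.51, adjusted p = 0.024 from the quasi-likelihood test of edgeR), and its adjusted p ranged from 1.2e-16 to 0.133 over the alternatives. Without any one of the vehicle libraries it was 0.0593 (2a), 0.095 (2b), or 0.09 (2c) by the same edgeR test. COL1A1 had a log2 fold change of 3.72 (standard error 0.33, adjusted p = 0.00741 by edgeR, from 1.04e-19 to 0.0574 over the alternatives). NTNG2, which the paper does not name, had a log2 fold change of 3.35 (standard error 0.42, adjusted p = 0.029 by edgeR, from 2.12e-08 to 0.168 over the alternatives). Its adjusted p was above 0.05 in each fit that left out one vehicle library.
A set of 32 epithelial genes, written down from general knowledge of the field, held 30 tested genes. Their median log2 fold change with 1,25(OH)2D3 was 0.04, or 0.08 with genes at the floor set to their bounds. Of the 30 genes, 15 were higher and 13 lower, 4 were at or under the floor in both groups, and only CDH1 had an adjusted p under 0.05. The camera p was 0.237, also after adjustment over the 17 set tests. With Sample 3a kept in the median was 0.30, with a p of 0.0105 by camera and 0.331 by fry, and with the replicate block it was −0.02, with a p of 0.723 by camera. In the 11 H1975–OR libraries with that block, a setting chosen after seeing the data, it was 0.15, with a p of 0.00129 by camera and 0.0284 by fry. Of 33 mesenchymal genes, 23 were tested, with 13 higher and 10 lower and a median log2 fold change of 0.20 (adjusted p = 7.5e-06 by camera of limma, 4.85e-06 before adjustment). It fell to 0.09 without vehicle Sample 2a and 0.07 without Sample 3c. The members COL1A1, LOX, and FN1 are also genes of Fig. 4A, and of the other 20 genes 10 were higher and 10 lower. A set of 18 genes known as direct targets of the vitamin D receptor, 14 of them tested, had a median log2 fold change of 1.54, with 13 higher and 1 lower (adjusted p = 1.01e-27 by camera of limma, 1.79e-28 before adjustment). Under fry, which needs no preset correlation, p was 0.025 for the mesenchymal set and 0.000133 for the receptor targets. With the replicate block the fry p was 0.0781 and 0.00121, so the mesenchymal set did not stay under 0.05. In the 11 libraries with that block, the setting chosen after seeing the data, it was 0.00372 for the mesenchymal set. From the gene set enrichment analysis over Gene Ontology categories, the paper concludes that 1,25(OH)2D3 promoted epithelial differentiation.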

The top 20 genes from the pro-epithelial signature identified by GSEA are shown in Figure 4A. 

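The genes shown in Fig. 4A are COL1A1, ACVRL1, CDH1, RARA, LOX, ATP7A, TNFRSF1A, CLDN4, LAMB3, DPP4, PTK2B, CEBPB, SLC4A7, PTPRR, MAP2K5, GEM, CTSD, FN1, CPM, and FAM20C. All 20 were higher in both Sample 3b and Sample 3c than in every vehicle-treated H1975–OR library. Chance gives 10% of genes such an order. The study chose the genes on these libraries, so neither this count nor the tests that follow are independent evidence. ACVRL1 was too low to be tested, with 1, 2, and 1 counts with vehicle and 7 and 10 in Samples 3b and 3c. The other 19 had a median log2 fold change of 1.48, and all 19 were higher (camera p = 1.7e-67, adjusted 2.89e-66, with p = 6.76e-05 under fry and 0.000192 with an estimated correlation). Over all genes tested, 6 of the 19 had an adjusted p under 0.05, and 17 had one when adjusted over the list alone. The number over all genes tested ranged from 3 with the replicate block to 11 with DESeq2. LOX, on chromosome 5 from 122063195 to 122078413, rose from 31.5 ± 1.3 CPM (SD, n = 3) to 134.1 ± 5.18 CPM (SD, n = 2). Its log2 fold change was 2.09 (standard error 0.18, adjusted p = 0.00741 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 1.34e-17 to 0.0479 over the alternatives). TNFRSF1A had a log2 fold change of 2.90 (standard error 0.29, adjusted p = 0.00741 by edgeR, from 4.84e-16 to 0.233 over the alternatives). LAMB3 had a log2 fold change of 1.61 (standard error 0.17, adjusted p = 0.0119 by edgeR), and its adjusted p ranged from 1.14e-13 to 0.603 over the alternatives. GEM had a log2 fold change of 1.97 (standard error 0.24, adjusted p = 0.024 by edgeR). CLDN4 rose from 52.4 ± 12.8 CPM (SD, n = 3) to 92.2 ± 18.7 CPM (SD, n = 2), which did not pass the threshold (log2 fold change 0.82, standard error 0.42, adjusted p = 0.742 by edgeR, from 0.231 to 0.934 over the alternatives). FN1 had a log2 fold change of 1.37 (standard error 0.26, adjusted p = 0.125 by edgeR, from 0.000112 to 0.462 over the alternatives). PTPRR had 0 counts in every vehicle library and was at least 3.58-fold higher with 1,25(OH)2D3 (adjusted p = 0.2 by edgeR). Sample 3a, which had no part in the choice of the genes, was above the vehicle mean for 19 of the 20 and above every vehicle library for 17. The vehicle libraries did have a part in that choice, so these counts are not free of it. Against the vehicle library of the same replicate letter, the median log2 difference of the 19 tested genes was 1.22 in Sample 3a, 1.39 in Sample 3b, and 1.20 in Sample 3c.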

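Between vehicle-treated H1975–OR and H1975 cells, 1237 genes were higher and 1284 lower at an adjusted p under 0.05. Their sum of 2521 ranged from 1426 without Sample 1b to 3041 with DESeq2. Of the 20 genes COL1A1, ACVRL1, CDH1, RARA, LOX, ATP7A, TNFRSF1A, CLDN4, LAMB3, DPP4, PTK2B, CEBPB, SLC4A7, PTPRR, MAP2K5, GEM, CTSD, FN1, CPM, and FAM20C, all had a lower mean in H1975–OR. For 14 of the 20, every H1975–OR library lay below every H1975 library, an order that chance gives to 10% of genes in either direction. The 19 tested genes had a median log2 fold change of −1.12 (camera p = 5.21e-13, adjusted 1.11e-12, with p = 0.000212 under fry and 0.0115 with an estimated correlation). Over all genes tested, 12 of them had an adjusted p under 0.05. Adjusted over the list alone 13 had one, which is not independent evidence, since the study chose the genes on these libraries. CDH1 stood at 243.4 ± 138 CPM (SD, n = 3) in H1975, and its log2 fold change in H1975–OR was −5.11 (standard error 0.47, adjusted p = 0.000557 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FN1 fell from 712 ± 227 CPM to 56.2 ± 8.10 CPM (SD, n = 3 each), a log2 fold change of −3.65 (standard error 0.23, adjusted p = 0.000151 by edgeR). CLDN4 had a log2 fold change of −2.72 (standard error 0.37, adjusted p = 0.00284 by edgeR) and LAMB3 of −2.26 (standard error 0.16, adjusted p = 0.000151 by edgeR). PTPRR was at least 5.47-fold lower. RARA (−0.05), DPP4 (−0.02), and FAM20C (−0.05) had log2 fold changes within their standard errors of 0.26, 0.30, and 0.29. With 1,25(OH)2D3, the mean of Samples 3b and 3c was at or above the H1975 mean for 12 of the 20 genes and below it for 8, among them CDH1, FN1, CLDN4, and LAMB3.
The vehicle-treated H1975–OR libraries enter both comparisons, so a gene that is low in them by chance is lower than in H1975 and higher with 1,25(OH)2D3. In 20 simulations without true changes, the 20 genes with the smallest p for a rise with 1,25(OH)2D3 had a median log2 fold change between H1975–OR and H1975 of −0.76 on average, from −1.03 to −0.55, and on average 18.95 of the 20 were lower. In the data, the corresponding 20 genes had a median of −1.07, and 16 of the 20 were lower. The 30 tested genes of the epithelial set had a median log2 fold change of −2.31 between H1975–OR and H1975, with 29 lower and 1 higher (adjusted p = 6.24e-18 by camera of limma, 2.57e-18 before adjustment). Of these, 19 were lower and 1 was higher at an adjusted p under 0.05. Under fry p was 0.00273, and with an estimated correlation it was 0.053. The 23 tested mesenchymal genes had a median of 0.47 (adjusted p = 0.117 by camera of limma, 0.11 before adjustment), with 10 higher and 7 lower at an adjusted p under 0.05. This median was 0.72 without Sample 1a and 0.38 without Sample 2a, where camera gave a p of 0.0424 and 0.0163, and 0.27 without Sample 1c.

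**Figure D2:**
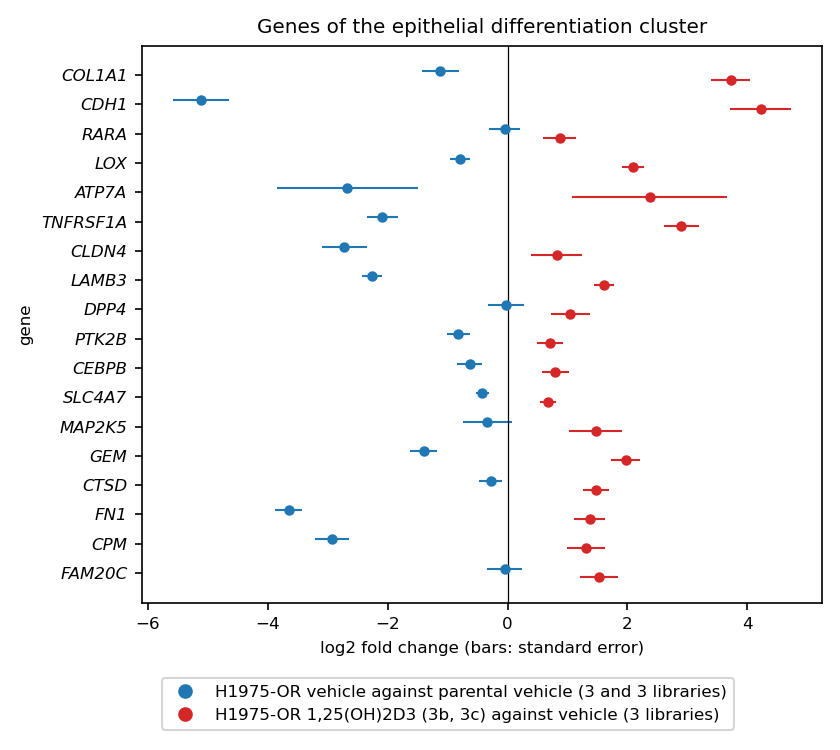
Log2 fold changes, with standard errors as bars, of 18 of the 20 genes between vehicle-treated H1975–OR and H1975 and between 1,25(OH)2D3 and vehicle in H1975–OR. ACVRL1 was not tested and PTPRR has no standard error, so neither is drawn. All 18 lie at or below 0 in the first comparison and above 0 in the second.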

The majority of these core enrichment genes were downregulated in the osimertinib-resistant model compared to the parental cells, while 1,25(OH)2D3 restored their expression in H1975–OR. Targeted qRT–PCR analysis confirmed statistically significant 1,25(OH)2D3-dependent induction of pro-epithelial *CDH1* and *CLDN4*, and downregulation of pro-invasive *MMP2* genes in both H1975–OR and SH416–ER cells (Figure 4B). On the protein level, we detected dramatic upregulation of E-cadherin in H1975–OR cells treated with 1,25(OH)2D3 even in the presence of osimertinib (Figure 4C). 

RNA-sequencing also suggested that 1,25(OH)2D3 promoted cell cycle arrest in H1975–OR cells. 

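A published set of 97 genes expressed in the S and G2/M phases, 43 for S phase and 54 for G2/M, was taken from the Seurat package and so was chosen without these libraries. Of its genes, 96 were tested. Their median log2 fold change with 1,25(OH)2D3 was −0.57, with 88 lower and 8 higher (adjusted p = 8.3e-19 by camera of limma, 2.44e-19 before adjustment). It was −0.57 too with the 2 genes at the floor set to their bounds. Under fry p was 0.0458, and with an estimated correlation it was 0.0641. With the replicate block the median was −0.38, and the p under fry was 0.0816. In the 11 H1975–OR libraries with that block, a setting chosen after seeing the data, they were −0.36 and 0.0115. Over all genes tested, 0 of the 96 had an adjusted p under 0.05, while 31 were lower and 1 was higher at an unadjusted p under 0.05. Adjusted over the list alone, 2 were lower. Both Sample 3b and Sample 3c lay below every vehicle library for 41 of the 96 genes, against 10% by chance. Sample 3a was below the vehicle mean for 62 of the 96, and with it in the fit the median was −0.40. Vehicle Sample 2a weighed most on the median, which was −0.31 without it. Against the vehicle library of the same letter, the median log2 difference was −0.48 for Sample 3a, −0.13 for Sample 3b, and −0.43 for Sample 3c.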

The top 20 genes from the cell cycle signature are shown in Figure 4D. It is important to note that the majority of the top 20 cell cycle-related core enrichment genes were significantly downregulated in H1975–OR compared to the parental cells, signifying a prominent slow cycling phenotype associated with EGFR TKI resistance in this model. 

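The genes shown in Fig. 4D are FANCI, BIN3, CDK11B, CCNE2, CEP85, CALM3, EDN1, SDCCAG3, POLE2, MYBL2, UBE2C, PSMC4, BLM, PLK4, MCM3, CDC25A, LRRCC1, CHEK2, TP63, and CDK2. All 20 were lower in both Sample 3b and Sample 3c than in every vehicle-treated H1975–OR library, and they too were chosen by the study on these libraries. Their median log2 fold change was −1.17 (camera p = 2.7e-27, adjusted 1.15e-26, with p = 0.000223 under fry and 0.000337 with an estimated correlation). Over all genes tested, 0 of the 20 had an adjusted p under 0.05, while 16 had an unadjusted p under 0.05. Adjusted over the list alone, 16 had an adjusted p under 0.05, which is not independent evidence. With DESeq2, 6 of the 20 passed over all genes tested. UBE2C, on chromosome 20 from 45812576 to 45816957, fell from 54.0 ± 2.69 CPM (SD, n = 3) to 27.7 ± 4.22 CPM (SD, n = 2). Its log2 fold change was −0.96 (standard error 0.14, adjusted p = 0.0613 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 3.63e-05 to 0.238 over the alternatives). CCNE2 had a log2 fold change of −2.02 (standard error 0.36, adjusted p = 0.106 by edgeR, from 0.00128 to 0.466 over the alternatives). CDK2 had a log2 fold change of −0.76 (standard error 0.22, adjusted p = 0.473 by edgeR), the smallest fall of the 20. TP63, with 3 counts or fewer in both treated libraries, had a mean at least 3.91-fold lower (adjusted p = 0.696 by edgeR). Its vehicle counts were 19, 6, and 10 in Samples 2a, 2b, and 2c, so the bound depends on single libraries. In Sample 3a TP63 had 27 counts, at 4.295 CPM, above every vehicle library. MCM3 had a log2 fold change of −2.04 with a standard error of 1.05. CDK11B has a near-identical neighbor, CDK11A, with which Kallisto may have shared its reads. Sample 3a was below the vehicle mean for 17 of the 20 genes and below every vehicle library for 15. SDCCAG3 was higher in Sample 3a, at 79.5 CPM, than with vehicle, at 60.1 ± 12.2 CPM (SD, n = 3). Against the vehicle library of the same letter, 18 genes were lower and 2 higher in Sample 3a.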

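Of the 20 genes of Fig. 4D, 15 had a lower mean in vehicle-treated H1975–OR than in H1975, and for 9 every H1975–OR library lay below every H1975 library, against 10% by chance in either direction. Over all genes tested, 9 were lower and 2 were higher at an adjusted p under 0.05, and the numbers were 9 and 2 as well when adjusted over the list alone, which the study chose on these libraries and which is not independent evidence. The median log2 fold change was −0.60 (camera p = 0.000196, adjusted 0.000278, with p = 0.000601 under fry and 0.0271 with an estimated correlation). It was −0.98 without Sample 1b and −1.02 without Sample 2a. CDK2, on chromosome 12 from 55966781 to 55972789, fell from 96.7 ± 9.18 CPM to 24.4 ± 6.02 CPM (SD, n = 3 each). Its log2 fold change was −1.97 (standard error 0.19, adjusted p = 0.000557 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MYBL2 had a log2 fold change of −1.84 (standard error 0.21, adjusted p = 0.00109 by edgeR) and UBE2C of −1.45 (standard error 0.12, adjusted p = 0.00036 by edgeR). The other genes lower at this threshold were FANCI, CCNE2, POLE2, PLK4, CDC25A, and LRRCC1. EDN1 was higher, with a log2 fold change of 2.04 (standard error 0.25, adjusted p = 0.00154 by edgeR). CALM3 was higher, with a log2 fold change of 1.21 (standard error 0.27, adjusted p = 0.0159 by edgeR, from 0.000855 to 0.0948 over the alternatives, and 0.0527 without Sample 2c). Genes low in the vehicle-treated H1975–OR libraries by chance would tend to rise, not fall, with 1,25(OH)2D3: in the simulations without true changes, the 20 genes with the smallest p for a fall with 1,25(OH)2D3 had a median log2 fold change of 0.42 between H1975–OR and H1975, and in the data the corresponding 20 genes had −0.24.
The set of 96 S and G2/M phase genes had a median log2 fold change of −1.42 between H1975–OR and H1975, with 94 lower and 2 higher (camera p = 5.87e-37, adjusted 4.99e-36, with p = 0.00016 under fry and 0.0156 with an estimated correlation). Over all genes tested, 71 were lower and 0 higher at an adjusted p under 0.05, with 1 higher at an unadjusted p under 0.05. Adjusted over the list alone, 76 were lower and 1 higher. For 77 of the 96, every H1975–OR library lay below every H1975 library. MKI67, a member of the set, fell from 326.5 ± 122 CPM to 62.6 ± 23.5 CPM (SD, n = 3 each), a log2 fold change of −2.37 (standard error 0.36, adjusted p = 0.00417 by edgeR). It stood at 44.5 ± 19.1 CPM (SD, n = 2) with 1,25(OH)2D3 in Samples 3b and 3c, and at 251.2 CPM in Sample 3a.

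**Figure D3:**
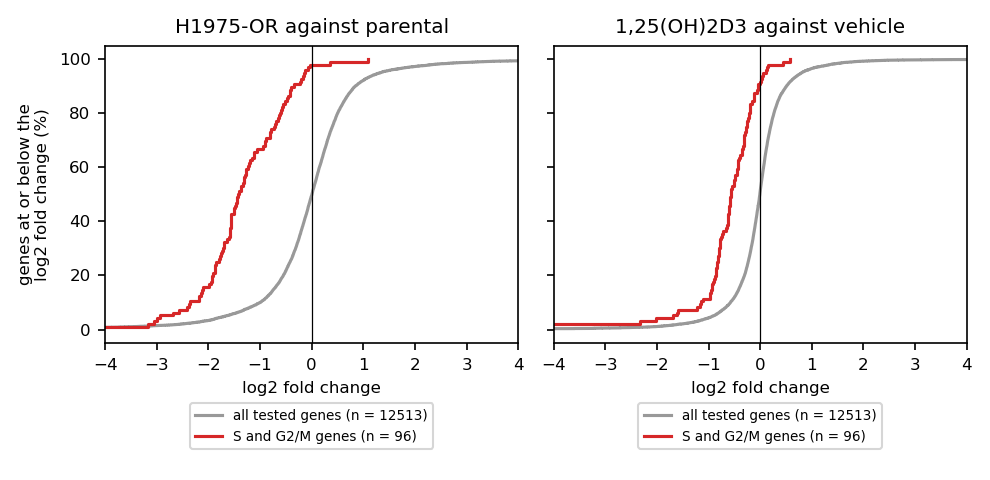
Cumulative share (%) of genes at or below each log2 fold change, for the 96 S and G2/M phase genes and for all 12513 tested genes. The set lies to the left of all tested genes both between H1975–OR and H1975 (median −1.42) and between 1,25(OH)2D3 and vehicle (median −0.57).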

To validate the effect of 1,25(OH)2D3 on cell cycle distribution, we performed flow cytometric analysis in EGFR TKI resistant cells. 1,25(OH)2D3 in combination with EGFR TKI significantly increased the fraction of H1975–OR cells in G0/G1 phase (71% vs. 87% for vehicle and 1,25(OH)2D3 + TKI, respectively, *p* < 0.005; Figure 4E). Conversely, 1,25(OH)2D3 did not significantly alter cell cycle distribution in EMT-independent PC9–ER cells (Figure 4E). Assaying cell cycle distribution by the means of flow cytometry in SH416–ER cells proved to be technically challenging due to aneuploidy, therefore, we opted to perform SRB-based doubling time analysis in this cell line. Although 1,25(OH)2D3 had little activity as a single agent, it significantly slowed doubling time when combined with erlotinib in SH416–ER cells compared to the vehicle treated cells (2.18 vs. 6.61 days in vehicle and 1,25(OH)2D3 + TKI, respectively, *p* < 0.05; Figure 4F). Detailed statistical analysis of relative cell growth at day 7 in SH416–ER cells is provided in Table S6. The above results provide evidence that 1,25(OH)2D3 promotes epithelial differentiation and increases EGFR TKI-induced cell cycle arrest in *EGFR*-mutant EMT-associated models of acquired resistance to EGFR TKIs.

### 2.5. 1,25(OH)2D3 Promotes Sensitivity to EGFR TKIs in EMT-Associated Models of EGFR TKI Resistance 

Given the ability of 1,25(OH)2D3 to promote epithelial phenotype and deepen EGFR TKI-induced cell cycle arrest in H1975OR and SH416ER cells, we hypothesized that combining 1,25(OH)2D3 with EGFR TKIs in these models would result in improved growth suppression. To test this hypothesis, we first treated H1975–OR, SH416–ER, and PC9–ER cells with either vehicle control, 1,25(OH)2D3, a single concentration of EGFR TKI (0.5 µM osimertinib or 1 µM erlotinib in corresponding cell lines), or the combination of 1,25(OH)2D3 and TKI. As a monotreatment, 1,25(OH)2D3 modestly suppressed the growth of EMT-associated H1975–OR and SH416–ER cells (Figure 5A). The greatest magnitude of growth suppression in the above cell lines was produced by the combination of EGFR TKIs and 1,25(OH)2D3 (79% and 77% growth inhibition in H1975–OR and SH416–ER cells treated with 1,25(OH)2D3 + TKI; Figure 5A). Consistent with the lack of cell cycle suppression observed in Figure 4E, 1,25(OH)2D3 alone or in combination with erlotinib did not impact the growth of PC9–ER cells (Figure 5A). 

Next, we investigated the ability of 1,25(OH)2D3 to improve the efficacy of EGFR TKIs in EMT-associated models of EGFR TKI resistance. H1975–OR and SH416–ER cells were treated with increasing concentrations of osimertinib or erlotinib alone or in combination with 1,25(OH)2D3 and IC50/IC80 values of the TKIs were determined. Addition of 1,25(OH)2D3 significantly reduced concentrations of osimertinib and erlotinib necessary to produce 50% and 80% growth inhibition in both cell lines under investigation (IC80 values of 3010 nM in vehicle-treated vs. 257 nM in 1,25(OH)2D3-treated H1975–OR cells, and 2248 nM in vehicle-treated vs. 218 nM in 1,25(OH)2D3-treated SH416-ER cells; Figure 5B). Additionally, 1,25(OH)2D3 had a similar effect on the efficacy of osimertinib in SH416–OR cells (Figure S4). These cells are osimertinib-resistant derivatives of the SH416 line that have previously been reported to undergo EMT as part of the resistance mechanism [27]. To test whether 1,25(OH)2D3 effects were specific to the drug-resistant state, we examined its interaction with osimertinib in parental H1975 cells. 1,25(OH)2D3 as mono-treatment was growth inhibitory in parental H1975 cells (~20% inhibition, Figure S5A). However, 1,25(OH)2D3 did not increase osimertinib sensitivity in this model (Figure S5B). We note that *EGFR*-mutant parental cells are intrinsically sensitive to EGFR inhibition. Therefore, it may be challenging to demonstrate further improvement in their response to TKIs in vitro. Overall, our results suggest that 1,25(OH)2D3 is capable of improving EGFR TKI efficacy, specifically in the EMT-associated models of acquired resistance to EGFR TKIs.

## 3. Discussion

Previous studies reported conflicting results regarding the link between serum vitamin D and survival in lung cancer patients [13,14,15,16,17,18]. However, the molecular subtypes of tumors have not been taken into consideration. Here, for the first time, we report that vitamin D activity may be restricted to a specific molecular subtype of lung cancer, adenocarcinomas harboring mutations in the *EGFR* gene. We found that high serum vitamin D predicted longer PFS in *EGFR*-mutant, but not in *KRAS*-mutant LUAD patients. In NSCLC, somatic alterations in the *KRAS* gene are reported to occur with at least double the frequency of those occurring in the *EGFR* [33,34]. Hence, in molecularly non-selected cohorts of patients, the survival benefit of vitamin D may not be apparent. Consistent with this interpretation, serum 25(OH)D3 status lost its prognostic value when analyzing our entire study cohort irrespective of genotype. 

Overall, vitamin D insufficiency remains widely prevalent in lung cancer patients. We found that mean serum 25(OH)D3 levels in the total study cohort and in each of the molecularly-defined subsets was below 30 ng/mL in the majority of patients, indicating most patients had insufficient levels of vitamin D based on Endocrine Society guidelines [21]. Several factors may contribute to vitamin D insufficiency, including limited UVB exposure, smoking, and low levels of vitamin D in the diet. We note that some of the patients with *EGFR* mutant LUAD included in our study reported the use of vitamin D supplements. These individuals had higher levels of circulating 25(OH)D3 than those who did not report supplement use [35]. This observation is consistent with a role for variation in vitamin D intake as being determinative for serum 25(OH)D3 levels in patients with *EGFR*-mutant lung cancer. 

Another implication of our data is that vitamin D supplementation may be of critical importance, particularly among lung cancer patients with *EGFR* mutations. We previously demonstrated that *EGFR*-mutant LUADs express significantly lower levels of *CYP24A1* than *KRAS*-mutant cases [19]. *CYP24A1* encodes the 24-hydroxylase that catabolically inactivates 1,25(OH)2D3. Although the mechanistic basis for this relationship remains unknown, variation in tumor 24-hydroxylase levels may contribute to a differential benefit of vitamin D supplementation in patients with *KRAS*-mutant and *EGFR*-mutant tumors. 

It is worth noting that the results of our retrospective study are observational and not without limitations. We recognize that the sample size of the patient cohort is rather small, with only 21 *EGFR*-mutant patients. Despite this, the effect size was sufficiently large to detect a significant correlation. Further, our analysis determined a significant interaction between patient sex, tumor genotype, and PFS. Similar associations were previously reported in larger cohorts of lung cancer patients [36,37,38,39,40]. Additionally, the mean PFS in our *EGFR*-mutant subset of patients was 10.5 months; this, again, is comparable to the duration of response to erlotinib first-line therapy reported earlier [41]. Hence, our study cohort was not atypical compared to larger, previously studied LUAD patient cohorts.

Here, for the first time, we characterize the vitamin D signaling axes in EGFR TKI-resistant models. Previous reports indicate that VDR expression in lung tumors positively correlates with epithelial status [32]. Therefore, vitamin D activity may be compromised in EMT-associated resistance to EGFR TKIs. Here, we demonstrate that EGFR TKI-resistant cells, including those that underwent EMT, maintained VDR expression and are capable of mounting a transcriptional response to 1,25(OH)2D3. In these models, 1,25(OH)2D3 not only enhances the expression of epithelial markers but also induces cell cycle arrest and improves EGFR TKI efficacy. Moreover, we were able to generalize our findings across several cell models and EGFR TKIs. Due to our interest in EMT-associated resistance and the pro-epithelial actions of 1,25(OH)2D3, our current efforts are aimed at developing a clinically relevant orthotopic model of *EGFR*-mutant, TKI-resistant NSCLC. Utilizing such a model will allow us to interrogate not only the anti-growth but also the anti-metastatic potential of 1,25(OH)2D3 in vivo.

1,25(OH)2D3 is known to induce transcription of multiple cell adhesion molecules, including *CDH1* and a number of claudins [42,43]. Moreover, our earlier work showed that concurrent administration of 1,25(OH)2D3 and TGFβ in *EGFR*-mutant TKI-naïve cells opposed TGFβ-driven EMT [32]. In the current study, we uncovered the ability of 1,25(OH)2D3 to support epithelial differentiation in the context of already established EMT. This is an important discovery since it points towards a potential opportunity to utilize vitamin D-based combination therapies in the setting of progressive disease. As a mechanism of resistance to EGFR TKIs, EMT is commonly observed in pre-clinical models [7,27,28,29,30,44]. In the clinic, EMT is believed to cause EGFR TKI failure in a small proportion (~6%) of *EGFR*-mutant LUAD patients [4]. However, the frequency of EMT-associated EGFR TKI resistance in the clinic may be greatly underestimated, as it is not commonly looked for. Intriguingly, in our study, cells that developed resistance to EGFR TKI erlotinib by EMT-independent mechanism (PC9–ER), despite preserved VDR expression and signaling, were refractory to the growth suppressive action of 1,25(OH)2D3. It is possible that the ability of 1,25(OH)2D3 to promote sensitivity to EGFR TKIs is linked to its pro-epithelial activity. On the other hand, according to the catalog of somatic mutations in cancer (COSMIC), PC9 cells harbor mutations in the genes encoding such key regulators of cell cycle progression as CCND2 and CDKN2A [45]. Mutations in these genes might have rendered 1,25(OH)2D3 inactive in this model. Further studies are needed to determine the exact link between EMT and vitamin D activity in EGFR TKI-resistant LUAD.

Another key observation presented here is that vitamin D status was not predictive of PFS in *KRAS*-mutant LUAD patients. As mentioned earlier, *KRAS*-mutant lung cancer cells are refractory to 1,25(OH)2D3 due to perturbations in key determinants of vitamin D signaling, such as low levels of VDR and elevated expression of *CYP24A1* [19]. High local expression of *CYP24A1* is predicted to limit tumor exposure to 1,25(OH)2D3, restricting its efficacy. While this hypothesis offers an explanation of why serum vitamin D levels were not associated with PFS in *KRAS*-mutant patients, it assumes that the major mechanism of action underlying vitamin D’s efficacy is tumor-dependent (as opposed to “host”-dependent). In the retrospective study presented here, *KRAS*-mutation positive patients were treated with cytotoxic chemotherapies, whereas today, such patients may receive immune check point inhibitors. As vitamin D is known to play an important role in the immune physiology, vitamin D adequacy may still be uncovered as a prognostic factor in the context of the “host”-dependent mechanism of its action. In our ongoing investigations, we are looking to delineate the role of tumor *CYP24A1* expression and activity in genotype- and therapy-specific responses to vitamin D. 

In the era of precision medicine, careful selection of patients who may be intrinsically sensitive to the therapeutic agent is critically important. Hence, developing tailored vitamin D supplementation regimens in molecularly defined patient populations is critical to maximizing the utility of vitamin D. Our results suggest that *EGFR*-mutant LUAD patients constitute a population with inherent sensitivity to vitamin D and therefore can derive a benefit from vitamin D-based combination treatments. We propose that further prospective studies aiming to delineate the role of vitamin D in the outcome of NSCLC should focus on the *EGFR*-mutant subset of this malignancy. 

## 4. Materials and Methods

### 4.1. Retrospective Clinical Study

A retrospective, non-interventional biomarker study was conducted to examine the relationship between vitamin D status and progression-free survival in advanced LUAD patients. Analysis of the *KRAS* cohort described below was conducted with the approval of the Roswell Park IRB under non-human subjects research protocol #BDR 117619. Analysis of the *EGFR* cohort was conducted with the approval of the Roswell Park IRB under non-human subjects research protocol #BDR 091817. 

To conduct the study, we first identified a set of patients diagnosed with advanced *EGFR*-mutant LUAD who had a serum sample in the Roswell Park Data Bank and BioRepository Shared Resource (DBBR), were treated with early generation EGFR TKIs (erlotinib n = 20, afatinib n = 1), and for whom outcome data were available. Next, *KRAS* cases were matched to *EGFR* cases based on patient age, sex, disease stage, and race resulting in cohorts with comparable demographics (Table 1). *EGFR* cases were from September 2010 to December 2016, *KRAS* cases were from January 2013 to March 2018. All cases included in the *KRAS* cohort received a regimen containing pemetrexed plus either cisplatin or carboplatin. Patients included in this case series were diagnosed prior to publicly available data showing overall survival benefit of first-line immunotherapy in combination with chemotherapy as a treatment option. *EGFR* and *KRAS* mutations were determined from genomic DNA obtained from tissue specimens subjected to PCR amplification and pyrosequencing to identify sequence variants for specimens tested prior to July 2014 (*EGFR* n = 14, *KRAS* n = 14). All tissue specimen tests from 31 July 2014 onwards were based on next-generation sequencing technology (*EGFR* n = 7, *KRAS* n = 20). *EGFR* variants that were detected are shown in Table S7. De-identified serum samples for the cohort were requested from the DBBR and submitted to Heartland assays for the determination of 25-hydroxyvitamin D3 by gold-standard LC–MS/MS assay. Serum 25D3 levels were linked to annotated clinical information, and the data were submitted to the study statistician for analysis. Progression-free survival (PFS) was determined for each case and defined as time on first line therapy. Patients were classified as vitamin D3-sufficient (≥30 ng/mL 25(OH)D3) or vitamin D3-insufficient (<30 ng/mL) based on Endocrine Society guidelines [21]. In the *EGFR* cohort, two patients, one in each vitamin D arm, underwent EGFR TKI dose reduction. 

### 4.2. Cell Culture

*EGFR*-mutant H1975 cells (*EGFR* T790M, L858R) were purchased from American Type Culture Collection (CRL-5908). *EGFR*-mutant PC9 lung adenocarcinoma cells (*EGFR* Del19) were generously provided by SI Abrams, PhD (Roswell Park Comprehensive Cancer Center, Buffalo, NY, USA). *EGFR*-mutant (*EGFR* Del19) SH416 cells were a gift from CM Lovly, MD, PhD (Vanderbilt University Medical Center, Nashville, TN, USA). H1975 and SH416 cells were cultured in RPMI 1640 (Corning, 1004-CV) supplemented with 10% fetal bovine serum (FBS; Tissue Culture Biologicals 35-010-CV) and 1% penicillin-streptomycin (P/S; Corning, NY, 30-002-CI). PC9 cells were cultured in RPMI 1640 supplemented with 10% FBS, 1% P/S, 7.5% HEPES (Corning, NY, 20-060CI), 1% L-glutamine (Corning, NY, 25-005-CI), 1% sodium pyruvate (Corning, NY, 25-000-CI), and 1% MEM non-essential amino-acids (Corning, NY, 25-025-CI). EGFR TKI-resistant H1975–OR (osimertinib resistant), PC9–ER (erlotinib-resistant), and SH416–ER (erlotinib resistant) sublines were generated by culturing parental cells in growth media containing either 0.5 µM osimertinib (S7297, Selleckchem, Houston, TX, USA) or 1 µM erlotinib (OSI-774-01, OSI Pharmaceuticals, Long Island, New York) for ≥30 days. Concentrations of the TKIs were chosen based on the reported steady state mean serum concentrations of the above drugs at the FDA-approved doses in patients [46,47]. Treatment media was replaced every 72 h. Thereafter, EGFR TKI-resistant cell lines were continuously cultured in growth media containing 0.5 µM osimertinib (H1975–OR) or 1 µM erlotinib (PC9–ER and SH416–ER). Cells were maintained at 37 °C and 5% CO2. All cell lines routinely tested negatively for mycoplasma. *EGFR* mutations in parental cells and their drug resistant derivatives were verified through Sanger Sequencing using the protocol described by Molina-Vila et al. [48] (Table S1).

### 4.3. EGFR TKI and 1,25(OH)2D3 Treatments

1,25(OH)2D3 was kindly provided by Dr. Candace S. Johnson at Roswell Park Comprehensive Cancer Center, Buffalo, NY. For protein and RNA isolation, cells were plated in complete growth media at 40%–50% confluence. The next day, growth media was replaced with treatment media containing 10% charcoal stripped serum (SH30068, HyClone, Pittsburgh, PA) and either vehicle control, EGFR TKI (erlotinib at 1 µM or osimertinib at 0.5 µM), 100 nM 1,25(OH)2D3, or combination of the last two agents at the specified concentrations. For protein analysis, cells were treated for a total of 24 h, with two treatments at time = 0 h (24 h after cell plating, referred to as t0) and at 20 h time points (4 h prior to cell harvest). For RNA analysis, cells were treated for a total of 96 h, with treatments being applied at t0, 48, and 92 h time points. 

### 4.4. Sulforhodamine B (SRB) Assay

Sulforhodamine B (SRB) assay was widely used in this project to estimate cell numbers in a variety of experiments. The utility and methodology of the assay have been described previously [49]. Briefly, cells were fixed with 10% trichloroacetic acid (TCA) (LC262301, LabChem, Zelienople, PA, USA) for 1 h at 4 °C, washed, air dried, and stained with 0.57% (*w/v*) SRB dye (Sigma, S1402) in 1% (*v/v*) acetic acid. The dye was solubilized in 10 mM Tris base and the optical density (OD) at 510 nm was read on BioTek SYNERGY multimode microplate reader. Percent growth inhibition was calculated using the Equation (1):

(1) $$\%\;inhibition=\left(1-\frac{absorbance\;vehicle}{absorbance\;treated}\right)*100\%$$

### 4.5. IC50 and IC80 Determination

Cells were plated in triplicate in complete growth media at 3 × 10^3^ cells per well in 12-well plates and allowed to attach overnight. The next day, cells were treated with increasing concentrations of TKIs (0–5 µM) alone or in combination with 100 nM 1,25(OH)2D3 (as indicated for each experiment). Treatments were reapplied every 72 h for a total of 9 days to capture cytotoxic and cytostatic effects, followed by SRB assay.

### 4.6. Cell Cycle Analysis

Cells were fixed in cold 70% ethanol for a minimum of 30 min. Cells were stained with 0.05 mg/mL propidium iodide (PI, P1304MP, Invitrogen, Waltham, MA, USA) in Krishan buffer (0.1% sodium citrate, JT Baker, 3646-01; 0.02 mg/mL RNAse, Invitrogen, 12091-021; 0.2% Igepal, Sigma I-3021; 1 drop of 1N HCl). Samples were passed through a mesh filter (Corning, NY, #352235), and PI fluorescence was detected by flow cytometry. Cell cycle distribution was determined using ModFit LT 4.0 software (Verity Software House, Topsham, ME, USA). 

### 4.7. Cell Doubling Time Determination

Cells were plated at 3 × 10^3^ cells/well in 12-well plates in triplicate, with a separate plate for each harvesting time point. Cells were harvested every 72 h. Cell growth was determined by SRB assay. Only the exponential growth phase of each curve was considered for cell doubling time calculations. Relative growth is in reference to day one of the exponential growth phase. Doubling times were determined using exponential growth and non-linear regression analysis within GraphPad Prism v7.04 software. 

### 4.8. Transwell Invasion Assay

Cells were plated at 3 × 10^3^ cells per insert in Matrigel covered transwell invasion chambers (354480, Fisher Scientific, Waltham, MA, USA) in 100 µL serum-free media. Then, 700 µL of complete media was placed into the lower chamber. These were designated as invasion wells. Additionally, 3 × 10^3^ cells were plated in 1 mL complete growth media in separate wells of the 24-well plate without inserts (directly into the wells). These were designated as control wells. Then, 48 h after plating, cells were removed from the upper chamber of the invasion wells with a cotton swab. Cells in the control wells and the invasion wells were fixed in 10% TCA and SRB assay performed to determine the cell number. Invasion was calculated using the following formulas:

(2) $$\frac{absorbance\;invasion\;\left(migration\right)\;well}{absorbance\;control\;well}=invading\;fraction$$

(3) $$\frac{invading\;\left(migrated\right)\;fraction\;experimental\;condition}{invading\;\left(migrated\right)\;fraction\;control\;condition}=normalized\;invasion$$

### 4.9. RNA Isolation, cDNA Synthesis, and qRT–PCR

Cells were lysed in TRI-reagent (R2050-1-200, Zymo Research, Irvine, CA, USA) and RNA isolated using Direct-zol RNA miniprep kit (R2052, Zymo Research, Irvine, CA, USA). cDNA was synthesized using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814). The SYBR green/ROX/qPCR Master Mix kit (K0221, ThermoFisher Scientific, Waltham, MA, USA) and 7300 Real Time PCR System (Applied Biosystems, Beverly, MA, USA) were used for qRT–PCR reactions. Table S8 contains sequences of the qRT–PCR primers used in the study. Relative mRNA levels were determined using the 2^−ΔΔCt^ method. 

### 4.10. Western Blot Antibodies and Detection Reagents

Cell lysate preparation and Western blotting was performed using the standard lab protocol (20). The following primary antibodies were used for Western blotting: β-Actin (Santa Cruz Biotechnology, sc-1616), Akt (Cell Signaling Technology Danvers, MA, USA (CST), 9272), pAKT(Ser473) (CST, 9271), E-cadherin (BDTransduction Laboratories, San Jose, CA, USA (BD), 610181), EGFR (CST, 4405), pEGFR (Tyr1068) (CS, 2234), pMAPK (ERK1/2) (Thr202/Tyr204) (CST, 9101), α-Tubulin (Millipore, 05-829), vimentin (BD, 550513). The following secondary antibodies were used: Anti-mouse IgG HRP-linked (NA931, GE Healthcare, Chicago IL, USA), anti-rabbit IgG HRP-linked (NA934, GE Healthcare, Chicago IL, USA), anti-rat IgG HRP-linked (NA935V, GE Healthcare, Chicago IL, USA). Bands were detected using Immobilon Crescendo Western HRP substrate (WBLUR0500, Millipore, Burlington, MA, USA). Quantitative band analysis was performed using Image Lab software (Bio Rad, CA, USA). Densitometry values are reported in Table S5, Table S6, Table S7 and Table S8.

### 4.11. RNA Sequencing

RNA was isolated from 3 separate passages of H1975 and H1975–OR cells treated with either vehicle control or 100 nM 1,25(OH)2D3 for 96 h with treatments administered at t0, 48, and 92 h. Sequencing libraries were prepared with the TruSeq Stranded Total RNA kit (20020596, Illumina Inc, San Diego, CA, USA), from 300 ng total RNA according to the manufacturer’s instructions. The DNA libraries were quantitated using KAPA Biosystems qPCR kit and pooled together in an equimolar fashion. Each pool was denatured and diluted to 2.4 pM with 1% PhiX control library (Illumina, FC110-3001) added. The resulting pools were loaded into the 150 cycle NextSeq high output Reagent cartridge (FC-404-2002, Illumina Inc, San Diego, CA, USA) for 75-cycle paired-end sequencing and sequenced on a NextSeq500 following the manufacturer’s recommended protocol (Illumina Inc, San Diego, CA, USA). Data are available via the Gene Expression Omnibus (GEO) repository, accession GSE146850.

### 4.12. Bioinformatics

Raw FASTQ files were mapped onto the hg38 human genome using the Kallisto RNAseq quantification program [50], and gene level counts were obtained, summarizing transcript information with the TX import R package [51]. 

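The gene table holds 19612 gene symbols in 15 libraries. Of these genes, 2281 have a count of 0 in every library. Whole numbers make up 36.3% of the values, since the counts are estimates. An estimated count grows with the length of a transcript as well as with its abundance, so the counts compare one gene between libraries but not genes with one another. By symbol or synonym, 19116 genes (97.5%) were matched to release 44 of the GENCODE annotation.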

Gene set enrichment and leading edge analyses were performed using the Broad Institute GSEA 3.0 application [52]. RNA sequencing expression data were compared to the Gene Ontology (GO) dataset from molecular signature databases (MSigDB v6.2) [53]. An enrichment map was constructed using Cytoscape v3.6.1 software and the Enrichment map plugin [54]. Cytoscape Autoannotate application was used for gene set clustering, followed by manual curation of the clusters and annotations based on the GO categories (Figure S3). 

### 4.13. Statistical Methods

Patients’ baseline characteristics (age, stage, and sex) and biomarker values in relation to progression-free survival were compared, and Cox proportional hazards regressions were used to evaluate associations in terms of the corresponding hazard ratios and 95% confidence intervals. Graphical estimates of survival probabilities relative to progression-free survival were estimated using Kaplan–Meier estimators. All statistical tests were two-sided, and a *p*-value of <0.05 was considered statistically significant. All analyses were performed using SAS 9.4 (SAS Institute, Cary, NC, USA). The sample size was dictated by sample availability and was fixed at n = 55.

Unless specified otherwise, in vitro experiments were performed in three biological replicates. Data are presented as mean ±SD. Statistical analyses were performed in GraphPad Prism v7.04 software. Dose-response and doubling time studies were analyzed using non-linear regression. Non-linear models were fit to dose-response data and the LogIC50 and LogIC80 values were compared between the groups using an F-test. For relative mRNA expression and invasion assays, statistical significance was determined by two-sample *t*-tests. For the cell cycle distribution, statistical significance was calculated using 2-way ANOVA followed by Tukey’s multiple comparison test. A *p*-value of <0.05 was considered statistically significant.

## 5. Conclusions

Vitamin D insufficiency is common among lung cancer patients. Although vitamin D has been shown to exert anti-tumor activity in multiple pre-clinical tumor models, its role in advanced lung cancer remains controversial. Here, for the first time, we investigated the prognostic value of vitamin D sufficiency in genotype-specific cohorts of advanced LUAD. Our results indicate that vitamin D has LUAD subtype-selective effects on clinical outcomes: *EGFR*-mutant patients derive a survival benefit from higher vitamin D levels, while *KRAS*-mutant patients do not. Mechanistically, vitamin D signaling promotes the expression of epithelial markers in *EGFR*-mutant cells and improves the efficacy of EGFR TKI treatment in vitro. Hence, vitamin D supplementation may be a safe and cost-effective tailored treatment approach for improving clinical outcomes in *EGFR*-mutant LUAD patients.

## Figures and Tables

**Figure 1:**
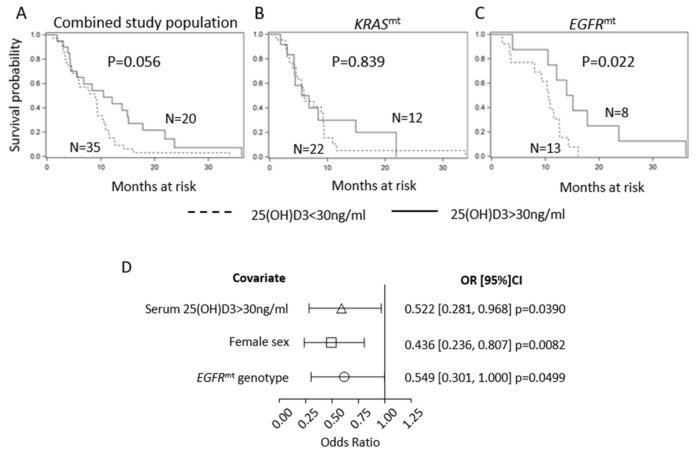
Serum 25(OH)D3 predicts PFS in *EGFR*-mutant LUAD but not *KRAS*-mutant LUAD. Participants were divided into groups based on their serum 25(OH)D3 levels with the cut-off set at 30 ng/mL. Kaplan–Meier progression-free survival (PFS) analyses in combined *EGFR*- and *KRAS*-mutant cohort (**A**), *KRAS*-mutant (**B**), and *EGFR*-mutant (**C**) subsets are shown. (**D**) Forest plot of associations between PFS and serum 25(OH)D3/patient sex/tumor genotype.

**Figure 2:**
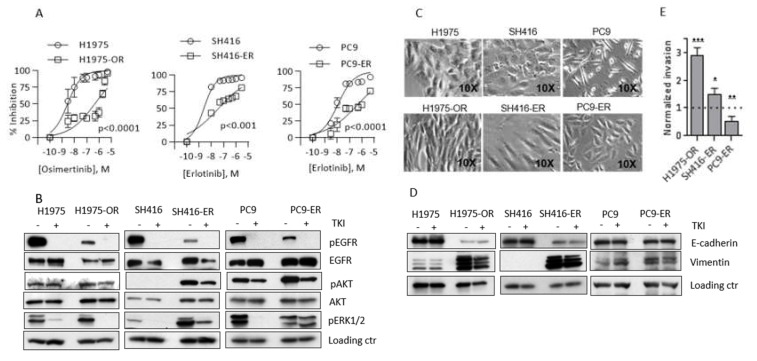
Prolonged exposure to EGFR tyrosine kinase inhibitors (EGFR TKIs) produces cells with different mechanisms of EGFR TKI-resistance. (**A**) H1975 cells were treated with 0.5 µM osimertinib every 72 h for at least 30 days to produce H1975–OR cells. SH416 and PC9 cells were treated with 1 µM erlotinib every 72 h for at least 30 days to produce SH416–ER and PC9–ER cells. Dose-response studies were conducted to determine IC50 and IC80 values for parental cells and their established EGFR TKI-resistant derivatives. Drug response was measured after 9 days of treatment using sulforhodamine B (SRB) assay. The results shown for each model are the average (+/-SD) from 3 independent experiments. (**B**) The indicated cell lines were left untreated (-) or treated (+) with 0.5 µM osimertinib (H1975 and H1975–OR) or 1 µM erlotinib (SH416, SH416–ER, PC9, PC9–ER) for 24 h. Expression of EGFR and its downstream effector molecules were investigated by Western blot. Loading controls used: β-Actin for H1975/H1975–OR, PC9/PC9–ER; α-tubulin for SH416/SH416–ER. Quantitative band analysis is shown in Table S2. (**C**) Images of individual models were captured by phase contrast microscopy. (**D**) Expression of E-cadherin and vimentin was investigated by Western blot as an indicator of EMT. Images are representative of three independent experiments. Loading controls used: β-Actin for H1975/H1975–OR, PC9/PC9–ER; α-tubulin for SH416/SH416–ER. Quantitative band analysis is shown in Table S3. (**E**) Parental cells and their TKI-resistant derivatives were subjected to transwell invasion assay, as described in Methods. The results shown are pooled from 3 independent experiments per cell line. Values obtained for drug-resistant cells were normalized to the corresponding parental cell line (arbitrarily set to an invasion score of 1.0 and represented by the dotted line). * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.005.

**Figure 3:**
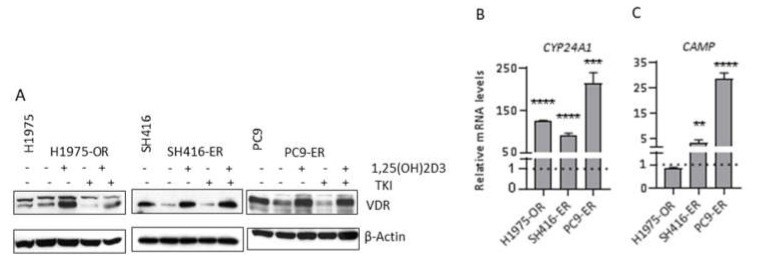
EGFR TKI resistant cells maintain 1,25(OH)2D3 signaling capacity. (**A**) EGFR TKI resistant cells were treated with vehicle control, 100 nM 1,25(OH)2D3, 1 µM erlotinib (SH416–ER and PC9–ER), 0.5 µM osimertinib (H1975–OR), or combination of 1,25(OH)2D3 and the corresponding EGFR TKI for 24 h. (**B**,**C**) EGFR TKI-resistant cells were treated with 100 nM 1,25(OH)2D3 for a total of 96 h and expression of VDR target genes was determined by qRT–PCR. ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001. Western blot analysis was performed at least twice with similar results. Representative images are shown. Quantitative band analysis is shown in Table S4. qRT–PCR was performed using RNA from three independent biological replicates for each cell line. Expression levels in vehicle control-treated cells is set to 1 and shown by the dotted line.

**Figure 4:**
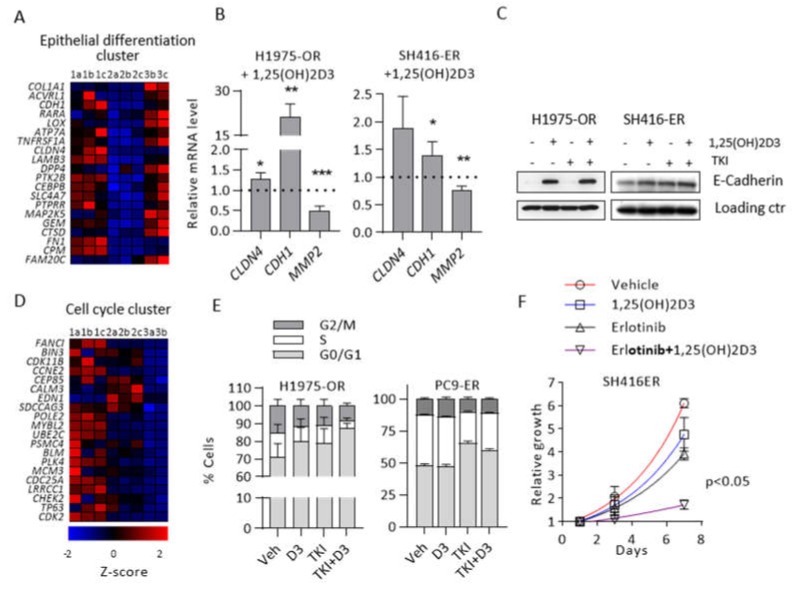
1,25(OH)2D3 promotes epithelial differentiation and cell cycle arrest. RNA sequencing and GSEA were performed in H1975 parental (1a, 1b, 1c) and H1975-OR cells treated with vehicle control (2a, 2b, 2c) or 1,25(OH)2D3 (3b, 3c). (**A**) Top 20 core enrichment genes from the *Epithelial Differentiation* cluster. (**B**). Expression of select epithelial and mesenchymal markers was investigated by qRT–PCR in H1975–OR and SH416–ER cells treated with 1,25(OH)2D3 for 96 h. Expression level in vehicle-treated cells were set to 1 and are represented by the dotted line. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001. (**C**) Cells were treated as indicated for 24 h and expression of E-cadherin was determined by immunoblot. Loading controls: β-Actin (H1975–OR) and α-Tubulin (SH416–ER). Quantitative band analysis is shown in Table S5. (**D**) Top 20 core enrichment genes from *Cell Cycle* cluster. (**E**) Cell cycle distribution was analyzed by flow cytometry. Veh, vehicle control; D3, 1,25(OH)2D3; TKI, osimertinib (1975–OR) or erlotinib (PC9–ER). 1,25(OH)2D3 in combination with osimertinib significantly increased fraction of H1975–OR cells in the G0/G1 phase of the cell cycle (adj. *p* < 0.005 vs. vehicle) but not in PC9–ER cells. (**F**) SH416–ER cells were treated as indicated and relative growth was estimated by SRB assay. All experiments were performed in triplicates.

**Figure 5:**
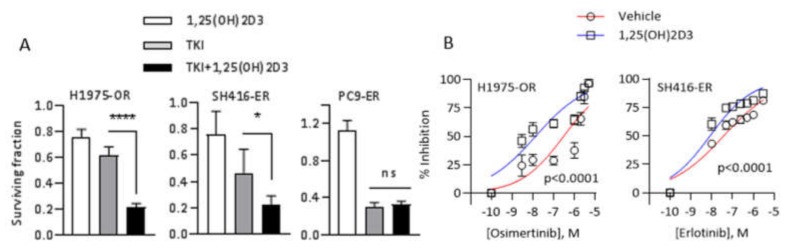
1,25(OH)2D3 restores sensitivity to EGFR TKIs in EMT-associated models of acquired resistance to EGFR targeted therapies. (**A**) H1975, SH416, and PC9 cells and the corresponding TKI-resistant sublines were treated with vehicle control, 1 µM erlotinib (SH416/SH416ER and PC9/PC9–ER) or 0.5 µM osimertinib (H1975/H1975–OR), 100 nM 1,25(OH)2D3, or combination of the above agents every 72 h for a total of 9 days. The number of surviving cells at day 9 in each treatment group was normalized to that in the vehicle control group. * *p* < 0.05; **** *p* < 0.0001. (**B**) H1975–OR and SH416–ER cells were treated with increasing concentrations of the corresponding EGFR TKIs alone or in combination with 1,25(OH)2D3 every 72 h for a total of 9 days. All experiments were performed in triplicates.

**Table 1:** Patients’ characteristics. Tumor stage and patients’ demographic characteristics were balanced across tumor genotypes.

Characteristic	*EGFR*^mt^ (n = 21)	*KRAS*^mt^ (n = 34)
Age (y), mean (SD)	68 (9)	65 (9)
Female, No. (%)	14 (64)	19 (56)
African American, No. (%)	2 (10)	3 (9)
Stage, No. (%)		
IV	21 (100)	34 (100)
Serum 25(OH)D3 (ng/ml), mean (SD)	28.78 (11.13)	24.84 (12.27)

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/3/675/s1. Table S1. EGFR genotypes for the models used in the current study. Table S2. Western blot densitometry analysis related to Figure 2B. Table S3. Western blot densitometry analysis related to Figure 2D. Table S4. Western blot densitometry analysis related to Figure 3A. Table S5. Western blot densitometry analysis related to Figure 4C. Table S6. Statistical analysis of SH416-ER relative cell growth at day 7. Table S7. EGFR variants detected prior to therapy initiation in the EGFR-mutant cohort. Table S8. qRT-PCR primers and sequences. Figure S1. H1975-OR cells undergo EMT. Expression of epithelial (blue) and mesenchymal (red) markers was determined by qRT-PCR analysis. mRNA levels were normalized to those found in the parental H1975 cells (set to 1 and shown as the dotted line). **, p < 0.01; ***, p < 0.001; ****, p < 0.0001; #, p < 0.00001. N = 3. Figure S2. Quality assessment analysis of the RNA sequencing results identified 3a sample as a deviation from the norm. Hierarchical clustering (A) and principal component analysis (B) revealed 3a as an atypical sample that strongly deviated in gene expression pattern from other samples in the same treatment group, as well as other samples in the same cell line. Therefore, sample 3a was excluded from further gene set enrichment analysis. 

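Over all 15 libraries, which include osimertinib-treated H1975–OR cells with and without 1,25(OH)2D3, the mean correlation of Sample 3a with Samples 3b and 3c was 0.912. Its closest library was 5a (0.937), from cells that received 1,25(OH)2D3 and osimertinib and carry the same replicate letter. A tree divided into 3 clusters again set Sample 3a apart from the other H1975–OR libraries. Hierarchical clustering joins the libraries whose values are most alike, and principal components are the axes along which the libraries differ most. Over the 9 libraries without osimertinib, the mean correlation of Sample 3a with libraries outside its group was 0.885, against 0.920 for Sample 3b and 0.915 for Sample 3c.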

Figure S3. Enrichment map of upregulated (red) and downregulated (blue) GO categories in H1975-OR cells treated with 1,25(OH)2D3. Significantly enriched gene sets are represented by colored dots. Gene sets are grouped into clusters (circles) based on the description of ontological categories to illustrate up- and down-regulated biological processes in H1975-OR cells treated with 1,25(OH)2D3. Figure S4. SH416-OR cells were treated with increasing concentrations of osimertinib with or without 1,25(OH)2D3 every 72h for a total of 9 days. Percent growth inhibition was determined by SRB assay. Significant decrease in osimertinib IC50 was found in the cells treated with 1,25(OH)2D3 (IC50 = 33.3 nM) compared to those treated without (IC50 = 217 nM). N = 3. Figure S5. 1,25(OH)2D3 has no effect on EGFR TKI-sensitivity in H1975 parental cells. A. H1975 cells were treated as indicated every 72 h for a total of 9 days. Surviving cell fraction relative to vehicle control treated cells was determined by SRB assay. ****, *p* < 0.0001. B. H1975 cells were treated with increasing concentrations of osimertinib with or without 100 nM 1,25(OH)2D3 every 72 h for a total of 9 days. Percent growth inhibition was determined by SRB assay.

How the deposited data were processed for this re-analysis (not part of the article)

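The deposited table holds RNA sequencing values of 15 libraries, 3 for each of 5 conditions. These are vehicle-treated H1975 cells (Samples 1a to 1c) and H1975–OR cells treated with vehicle (2a to 2c), 100 nM 1,25(OH)2D3 (3a to 3c), 500 nM osimertinib (4a to 4c), or both agents (5a to 5c). The paper reports on Samples 1a to 3c. The authors sequenced stranded total RNA libraries on a NextSeq500, assigned the paired-end reads to hg38 transcripts with Kallisto, and summed the transcripts to genes with tximport. As deposited, the values are these estimated counts, made by the authors with Kallisto and tximport, per gene and not scaled for library size or gene length. The Kallisto version, the transcript annotation and the tximport settings are not named in the paper's text.

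Over all 15 libraries, the estimated counts summed to between 4378030 and 6140120, with a median of 4974785. The sums lay between 4974785 and 5104324 (median 5005561) with osimertinib and between 4378030 and 4941496 (median 4410016) with both agents. PLCG2, singled out after its values were seen, took between 3.30% (Sample 1c) and 6.51% (Sample 4b) of the counts of a library. Floors of 3 counts and standard deviations between libraries express the precision, and the floors cover counting error only.

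Counts were rounded to whole numbers and analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr by group, with its minimum count of 10 and minimum total of 15. Libraries were scaled by TMM, and groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at a threshold of 0.05. The comparisons of H1975–OR with H1975 and of 1,25(OH)2D3 with vehicle used one fit of 8 libraries and 12513 genes. Those with osimertinib used one fit of the 11 H1975–OR libraries other than 3a and 12503 genes. They were osimertinib against vehicle, both agents against osimertinib, and the difference between the 1,25(OH)2D3 effects with and without osimertinib. Sample 3a was left out of each of these fits, as in the paper. The replicate letters a, b, and c were not used as a block in the primary fits. Correlations between libraries used log2(CPM + 2) values.

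Gene sets were compared with all other tested genes by camera of limma 3.58.1, two-sided, with a preset correlation between genes of 0.01. Camera with an estimated correlation and fry were run beside it. None of these is an exact test, and their p rests on a model across genes from 2 or 3 libraries per group. The sets were the 20 genes of Fig. 4A, the 20 genes of Fig. 4D, both read from the figures, the S and G2/M phase genes of Seurat 5.3.0, and sets of epithelial genes, mesenchymal genes, vitamin D receptor targets, and genes expressed downstream of MAPK signaling. The last 4 were written from general knowledge. The epithelial set shares CDH1 and CLDN4 with Fig. 4A, the mesenchymal set shares COL1A1, LOX, and FN1 with Fig. 4A, and the S and G2/M set shares CCNE2, BLM, and UBE2C with Fig. 4D.

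The named genes are those of Fig. 4A and Fig. 4D, others that the paper names, and members of the sets. For each comparison they also include up to 5 genes with the largest rise and 5 with the largest fall at an adjusted p under 0.05. These needed a mean of at least 50 normalized counts in the higher group and no overlap between the libraries of the groups. This rule, the sets, the tests and the alternatives below were fixed before the data were examined.

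The alternatives were RLE size factors, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, Sample 3a kept in, the replicate block, all 14 libraries other than 3a in one fit, the 2 compared groups alone, each library left out in turn, fry, and camera with an estimated correlation. A fit of the 1,25(OH)2D3 effect in the 11 H1975–OR libraries, with and without the block, was added after the data had been seen. For comparisons of 3 libraries with 3, the same measure was computed for all 10 splits of the 6 libraries. GC content and transcript length came from the GENCODE release 44 annotation of GRCh38. Their trend was removed with a loess fit of span 0.5.

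The test was tried on simulated data with 200 changed genes. It recovered 141 of them, with 6 false calls, for osimertinib against vehicle and 89, with 2 false calls, for the difference between the 1,25(OH)2D3 effects. Of 200 random sets without changes in each of 4 comparisons, between 0 and 2 had a camera p under 0.05. The simulated genes varied independently, so this does not tell how often camera errs for sets whose genes vary together. Gene set enrichment over Gene Ontology categories was not analysed here, nor were the other assays of the paper.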

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

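The tests of osimertinib withdrawal and of mitochondrial RNA, the tests of the Fig. 4A and Fig. 4D genes with both agents, the set tests of the differences between 1,25(OH)2D3 effects, and the reverse choice without the MTRNR2L genes were chosen after the results were seen.

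By RNA sequencing, the paper shows the difference between vehicle-treated H1975–OR and H1975 cells for the genes of Fig. 4 only. Over all genes, 2521 had an adjusted p under 0.05, and 1 of the 10 splits of the 6 libraries gave as many. With 10 splits the share can never be under 10%. Among the largest rises, COL3A1 was at least 96.5-fold, AMOT at least 65.2-fold, MYOCD at least 40.4-fold, LRRC4C at least 22-fold, and KCNT2 at least 21.4-fold higher in H1975–OR. Among the largest falls, LAD1 was at least 117-fold, ESRP1 at least 113-fold, ITGB6 at least 70.7-fold, EPHA1 at least 32.8-fold, and ANKRD22 at least 17-fold lower. Removing the trend on GC content and length left 2737 genes, and thinning every library to the lowest total left 2491, so neither accounts for the count. It rested in part on single libraries, with 1426 genes without Sample 1b, 1441 without 2b, 1640 without 1c, and 1672 without 2c. For the Fig. 4A genes, the Fig. 4D genes, the S and G2/M phase genes, the epithelial genes, and the mesenchymal genes, the real split was in each case the only 1 of the 10 with a median log2 fold change as far from 0. The replicate letters did not pair the H1975 with the H1975–OR libraries (correlation of deviations across genes 0.02, −0.03, and 0.01). A candidate explanation is a change of cell state in the resistant line. Differences that arose in culture apart from resistance are not separated from it by this design.

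With 1,25(OH)2D3 alone, 12 of the 19 genes past the threshold in H1975–OR are outside those the paper names. They include NTNG2, AFAP1L2 (log2 fold change 2.33, standard error 0.23, adjusted p = 0.00741 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and C15orf48 (log2 fold change 2.46, standard error 0.24, adjusted p = 0.00741 by edgeR). AFAP1L2 stood at 72.2 CPM and C15orf48 at 102.9 CPM in Sample 3a, above every vehicle library. All 19 genes had a log2 fold change above 0 with 1,25(OH)2D3 in the presence of osimertinib. Of these, 6 had an adjusted p under 0.05 there. For TNFRSF1A the value was 0.04 with a standard error of 0.31, so no rise was detectable for it. The median log2 fold change of the 19 genes was 2.09 without and 1.48 with osimertinib. With 2 treated libraries no splits were counted, and no technical explanation was tested for these 12 genes apart from the alternatives.

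Mesenchymal genes had a median log2 fold change of 0.20 with 1,25(OH)2D3 in H1975–OR (camera p = 4.85e-06), in a direction that the paper does not report. Without COL1A1, LOX, and FN1, which the study picked on these libraries for Fig. 4A, the camera p was 0.412, so these 3 members may carry the result. With the trend on GC content and length removed, the camera p was 0.0181, on log2(CPM + 2) values in place of counts. The values differ from the main test as well as the trend, so the larger p cannot be put down to the trend. A p alone does not show how large the rise stayed, so a part played by that trend is not excluded. The fry p rose to 0.0781 with the replicate block. The median was 0.09 without Sample 2a and 0.07 without Sample 3c.

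The paper does not report RNA sequencing of osimertinib-treated H1975–OR cells. Against vehicle, 6 genes had an adjusted p under 0.05 (941 at an unadjusted p under 0.05). SLC44A2 had a log2 fold change of 2.53 (standard error 0.19, adjusted p = 0.0014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 1.38e-32 to 0.0295 over the alternatives). ZNF185 (2.42), GPNMB (2.31), and ARRDC3 (1.64) were also higher, and KCTD12 (−1.26) and MGP (−1.04) were lower. For MGP the adjusted p was 0.0407 by edgeR, from 5.77e-07 to 0.248 over the alternatives, and it was above 0.05 without Sample 2b (0.188), 2c (0.208), 4a (0.137), 4b (0.222), or 4c (0.248). The number of genes was 29 without Sample 2a and 1 without each of Samples 2b, 2c, 4b, and 4c. It was 35 with the replicate block, including all 6. Of the 10 splits of the 6 libraries, 1 gave as many genes. Among the 4 splits that part all 3 letter pairs, 1 did, and the largest other count was 1. The real split is 1 of these 4, here and below, so the number can never be under 1.

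In the same comparison, the S and G2/M phase genes had a median log2 fold change of 0.28, with 77 higher and 19 lower (camera p = 7.45e-08, adjusted 1.27e-07, 0.135 under fry, and 0.197 with an estimated correlation). The fry p was 0.00876 with the replicate block. The median was 0.57 without Sample 2a and 0.16 without Sample 4a. MAPK output genes, expected to fall when EGFR signaling is blocked, had a median of −0.51, with 9 of 10 lower (adjusted p = 0.00171 by camera of limma, 0.00131 before adjustment, 0.133 under fry, and 0.0369 under fry with the block). The camera p was above 0.05 without Sample 2c (0.0928, median −0.39) or 4a (0.0565, median −0.39). Of the 10 splits, 3 gave a median as far from 0 for the S and G2/M set, and 3 did for the MAPK set. Among the 4 splits that part all 3 pairs, 1 did for each, and the largest other medians were 0.14 and 0.34 in size. Removing the trend on GC content and length left 0.277 for the S and G2/M set, and thinning left 0.291. The median was above 0 in 3 of 3 letters (0.15, 0.46, and 0.20). GC content, length, and depth therefore do not account for it. The medians by letter argue against a difference between passages only if the letters number the passages, which the paper's text does not state. One explanation that stays open is that resistant cells, grown in osimertinib, slowed down if it was withdrawn for vehicle treatment. The fall of the MAPK output genes (−0.508) shows that the drug may act on this pathway, but by their labels no vehicle library had osimertinib, so withdrawal and an effect of the drug cannot be told apart. The vehicle libraries are shared with the 1,25(OH)2D3 comparison. Across genes the 2 effects correlated at 0.28, against 0.44 on average in simulations without true changes, and the S and G2/M set moved in opposite directions in them, not in the one direction that shared libraries favor.

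With both agents against osimertinib alone, 12 genes had an adjusted p under 0.05, 7 higher and 5 lower (520 at an unadjusted p under 0.05). CYP24A1 had a log2 fold change of 7.06 (standard error 0.38, adjusted p = 0.000159 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CDH1 had 3.42 (standard error 0.36, adjusted p = 0.00929 by edgeR, from 2.31e-15 to 0.103 over the alternatives, and 0.0761 without Sample 4b), with 4.68 ± 2.11 CPM with osimertinib and 50.7 ± 15.2 CPM with both agents. C15orf48 (2.71), COL1A1 (2.68), AFAP1L2 (1.98), and MGP (0.99) were also higher. COL1A1 lost its call without Sample 4a (0.0895), 4c (0.139), 5b (0.121), or 5c (0.056), and C15orf48 without 4a (0.0594), 4b (0.11), 4c (0.139), or 5b (0.0682), by the same edgeR test. The number of genes was between 3 and 4 without Sample 4a, 4b, 4c, or 5b, was 8 without 5c, and was 33 with the replicate block, including all 12. Of the 10 splits of the 6 libraries, 1 gave as many genes, and so did 1 of the 4 that part all 3 pairs, where the largest other count was 1.

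Among the sets in this comparison, the vitamin D receptor targets had a median log2 fold change of 0.87, or 1.01 with genes at the floor set to their bounds (adjusted p = 5.44e-18 by camera of limma, 1.92e-18 before adjustment). The Fig. 4A genes had 0.94, with 17 of 19 higher and a p of 2.25e-28 by camera of limma, outside the 17 tests of the family, and the median was 0.60 without Sample 5a. The Fig. 4D genes had −0.32, with 14 of 20 lower and a p of 0.0201 by camera. This p was above 0.05 without Sample 4a (0.222, median −0.16), 4c (0.056, median −0.14), 5b (0.353, median −0.29), or 5c (0.0841, median −0.21). The S and G2/M phase genes had −0.33, with 84 of 96 lower (adjusted p = 6.95e-11 by camera of limma, 3.68e-11 before adjustment). This was −0.17 without Sample 4a, −0.51 without 5a, and −0.20 without 5b. The epithelial genes had 0.12 (adjusted p = 0.00233 by camera of limma, 0.00192 before adjustment) and the mesenchymal genes 0.12 (adjusted p = 0.00605, 0.00534 before adjustment). The epithelial median ranged from −0.18 without Sample 5a to 0.41 without Sample 4a, with 0.38 without 5b, 0.20 without 5c, and 0.06 without 4b, and the mesenchymal median was −0.02 without Sample 5c, 0.04 without 4a (where camera gave a p of 0.186), and 0.04 without 5a. Under fry and with an estimated correlation, the receptor targets, the Fig. 4A genes and the mesenchymal genes kept a p under 0.05, while the other 3 sets did not. With the replicate block, the fry p was 0.00816 for the S and G2/M set, 0.0444 for the Fig. 4D genes, and 0.0131 for the epithelial genes. As many as 7 of the 10 splits for the epithelial genes and 5 for the mesenchymal genes gave a median as far from 0, and among the 4 splits that part all 3 pairs 2 did for each. The numbers were 2 of 10 for the S and G2/M genes, 2 for the Fig. 4D genes, 1 for the receptor targets, and 1 for the Fig. 4A genes, and 1 of 4 for each of these 4 sets. The osimertinib libraries enter both this comparison and that with vehicle. Genes low or high in them by chance would move in opposite directions, and the 2 effects correlated at −0.28 across genes, against −0.50 on average in simulations without true changes. The fall of the S and G2/M genes after their rise with osimertinib alone is in the direction that the shared libraries favor, and no test here separates it from that.

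Among the 5 genes lower with both agents than with osimertinib, all are MTRNR2L genes, which are nuclear copies of a mitochondrial ribosomal RNA segment. MTRNR2L11 had a log2 fold change of −3.19 (standard error 0.46, adjusted p = 0.0486 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 2.42e-08 to 0.29 over the alternatives), and its call was lost in each of the 6 fits that left out one library. The others were MTRNR2L1 −2.82, MTRNR2L4 −2.54, MTRNR2L6 −2.05, and MTRNR2L8 −1.85. All 7 tested members were lower. Their summed level was 724.9 to 1002 CPM with both agents and 2962 to 4422 CPM with osimertinib. No gene was lower at an adjusted p under 0.05 with Sample 3a kept in, nor without any one of Samples 4a, 4b, 4c, and 5b, though 1 was without 5a and 2 were without 5c. Mitochondrial mRNAs had a median log2 fold change of 0.01 between the same groups, so less mitochondrial mRNA does not account for the fall. The members correlated with each other at a median of 0.975 over the 15 libraries, which is consistent with reads shared between these near-identical copies. The 5 calls may therefore stand for 1 signal, and its source was not tested further. Sample 3a had 1078 CPM of these genes, against 3555 and 3230 CPM in Samples 3b and 3c.

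The change with 1,25(OH)2D3 differed between cells with and without osimertinib for 3 sets. For the Fig. 4A genes the difference of the log2 fold changes, with osimertinib minus without, had a median of −0.63, with 16 of 19 lower, and a p of 5.48e-10 by camera of limma and 0.00236 by fry. For the Fig. 4D genes it was 0.96, with 20 of 20 higher and a p of 2.52e-14 and 0.0101. For the S and G2/M phase genes it was 0.26, with 75 of 96 higher and a p of 0.00252 and 0.517. The study chose the genes of Fig. 4A and Fig. 4D for their change without osimertinib, and a choice on the same libraries makes that change look larger. The reverse choice was made for comparison. The 20 genes with the smallest p for a fall with osimertinib present had a median difference of −1.926, but 6 of them are MTRNR2L genes that may stand for 1 signal. Without the MTRNR2L genes it was −0.617, with 18 of 20 lower, and with UBE2C, a Fig. 4D gene, left out too it was −0.928. Genes picked for a fall with osimertinib present tend to a negative difference by that choice alone. The sign therefore cannot separate the choice from an effect of osimertinib for the Fig. 4D genes, and the size varied with the genes left out. The 20 genes with the smallest p for a rise with osimertinib present had −0.277, with 14 of 20 lower. These members go both ways and 4 of them are Fig. 4A genes, so this decides nothing for the Fig. 4A genes. An effect of osimertinib on the response to 1,25(OH)2D3 and the choice of the genes both stay open for these 2 sets. For the S and G2/M phase genes the median was 0.078 with Sample 3a kept in (where camera gave a p of 0.113) and 0.08 with the replicate block, so the absence of letter a from the 1,25(OH)2D3 group may explain the difference. No single gene had an adjusted p under 0.05 for the difference, with 330 at an unadjusted p under 0.05.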

How the results depend on the processing

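The fits of the 1,25(OH)2D3 effect in the 11 H1975–OR libraries and the tests of the Fig. 4A and Fig. 4D genes with both agents were chosen after the results were seen. Where a cause is not given below a value's alternative, the cause was not tested.

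The Fig. 4A, Fig. 4D, and S and G2/M phase genes were lower in H1975–OR than in H1975 with a p under 0.05 in each of the 12 alternatives run, with medians from −1.34 to −0.80, −1.02 to −0.51, and −1.65 to −1.27. The vitamin D receptor targets were higher with 1,25(OH)2D3 in all 13 alternatives (1.33 to 1.75) and in all 12 with osimertinib present (0.46 to 1.11), and the Fig. 4A genes in all 12 with osimertinib present (0.60 to 0.95).

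The number of genes between H1975–OR and H1975 was 1636 with Sample 3a kept in and 1426 to 2835 in the fits that left out one library. For 1,25(OH)2D3 it was 32 with no filter on low counts, 29 with at least 10 counts in every library, 9 with the replicate block, 29 with all 14 libraries, 9 with the compared groups alone, and 122 with DESeq2. It was 12 in the 11 H1975–OR libraries, 48 in these with the block, and 10 to 18 with one library left out. For osimertinib it was 35 with the block, 12 with all 14 libraries, 2 with the compared groups alone, 116 with DESeq2, and 1 to 29 with one library left out. For both agents against osimertinib it was 5 with Sample 3a kept in, 33 with the block, 2 with the compared groups alone, 66 with DESeq2, and 3 to 9 with one library left out. For the difference between the 1,25(OH)2D3 effects it was 11 with DESeq2 and 0 in the 15 other alternatives. Fewer libraries leave fewer degrees of freedom in the fits of the compared groups alone.

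The epithelial genes in H1975–OR (−2.31) had a p of 0.053 with an estimated correlation. The mesenchymal genes there passed with the block (0.50, with a p of 0.0349 by camera and 0.0864 by fry), and their median was 0.27 to 0.72 with one library left out. With 1,25(OH)2D3, the S and G2/M phase genes (−0.57) had a p of 0.0641 with an estimated correlation. The epithelial median was 0.30 with Sample 3a kept in, −0.019 with the block, −0.10 in the 11 H1975–OR libraries, 0.15 in these with the block, and −0.029 to 0.159 with one library left out. It was −0.029 without Sample 3b. With one library left out, the 1,25(OH)2D3 medians were 1.48 to 1.59 for Fig. 4A, −1.40 to −1.10 for Fig. 4D, and 0.067 to 0.286 for the mesenchymal genes, with no p where 1 treated library remained.

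With osimertinib, the S and G2/M phase genes (0.28) had a p of 0.135 under fry and 0.197 with an estimated correlation, and the MAPK output genes (−0.51) of 0.133 and 0.13. The MAPK median was −0.68 to −0.39 with one library left out. With both agents, p under fry and with an estimated correlation was 0.248 and 0.267 for the Fig. 4D genes (−0.32), 0.119 and 0.125 for the S and G2/M phase genes (−0.33), and 0.159 and 0.122 for the epithelial genes (0.12). With one library left out, the median was −0.50 to −0.14 for the Fig. 4D genes, −0.18 to 0.41 for the epithelial genes, and −0.016 to 0.174 for the mesenchymal genes. The epithelial median reversed without Sample 5a (−0.18) and the mesenchymal one without Sample 5c (−0.016).

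The correlation of Sample 3a with 3b and 3c was 0.89 with log2(CPM + 0.5), 0.61 on the 500 most variable genes, and 0.909 and 0.912 in the other 2 alternatives. Results of single genes were counted once for each alternative, so a gene can count more than once. On that count, 32 lost their call and 1 gained one when a library was left out, 6 moved, and 2 reversed. Both reversals were of CAMP with 1,25(OH)2D3, at 0.53 without Sample 2c and 0.04 without Sample 3b, and CAMP was at −0.79 without Sample 2a. Under the other alternatives 22 lost and 8 gained a call, and 267 did neither. At this depth genes at 3 counts or fewer in every library of a group, such as CAMP in H1975, give only a lower bound.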

Differences from the paper's values

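No alternative in this part was chosen after the values were seen.

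For CYP24A1, the paper's qRT–PCR value in H1975–OR cells is about 130-fold with 1,25(OH)2D3 over vehicle in Fig. 3B, read by eye. The RNA sequencing value is 209-fold (SD 76.2, n = 2), from another assay of cells treated for 96 h. Of the alternatives set before the data were examined, those that kept Sample 3a in (201), left out vehicle Sample 2b (175) or 2c (195), or left out Sample 3c (155) fall within this SD of the paper's value. RLE size factors, no filter on low counts, at least 10 counts in every library, all 14 libraries in one fit, the compared groups alone, and DESeq2 gave 209. The replicate block gave 244, the fit without Sample 2a 286, and the fit without Sample 3b 263. The SD covers the treated libraries only, while the vehicle libraries stood at 5.57 ± 2.72 CPM. The log2 fold change was 7.71 with a standard error of 0.36, so the main value shows no clear gap from the paper's.

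The paper states that most of the 20 genes of Fig. 4D were significantly lower in H1975–OR than in parental cells. At an adjusted p under 0.05, 9 of the 20 were lower here and 2, CALM3 and EDN1, were higher, with a median log2 fold change of −0.60. The number lower was 9 in every alternative run, except with at least 10 counts in every library, where it was 7 of 16 tested genes. No setting run gave more than 9.

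By qRT–PCR, the paper reports significantly higher CLDN4 and lower MMP2 with 1,25(OH)2D3 in H1975–OR cells. In the RNA sequencing data, CLDN4 had a log2 fold change of 0.82 (adjusted p = 0.742 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and MMP2 of −1.21 (adjusted p = 0.835 by edgeR). Over the alternatives, the adjusted p ranged from 0.231 to 0.934 for CLDN4 and from 0.471 to 0.98 for MMP2, so no setting run called either gene. The folds lie in the same direction as the paper's, at 1.77 for CLDN4 (about 1.3 in Fig. 4B, read by eye) and 0.432 for MMP2 (about 0.5 in Fig. 4B, read by eye). In this fit neither lies more than 1.5-fold from the paper's. CLDN4 moved further from the paper's value without Sample 2b (2) and without Sample 3c (2.01). MMP2 also depended on single vehicle libraries, at 0.304 without Sample 2a and 0.624 without Sample 2c.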

Other observations

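The test of CYP24A1 in Sample 3a and the comparison of both agents with vehicle were chosen after the results were seen.

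Sample 3a lay apart from Samples 3b and 3c, with a mean correlation of 0.908. Its CYP24A1 level was 119 times that of the highest vehicle library, so it is not a library of untreated cells. Genes at least 16-fold lower in H1975–OR than in H1975, 87 in all, rose in Sample 3a by a median of 1.6% of their H1975 level, so an admixture of parental cells large enough to set it apart is unlikely. With all libraries thinned to the lowest total the correlation was 0.905, and without the 20 most abundant genes it was 0.906. Removing the trend on GC content and length brought it to 0.924, and removing the part shared with Samples 2a, 4a, and 5a brought it to 0.919. The lowest value of the 6 vehicle-treated libraries stayed between 0.940 and 0.943 in these tests. Depth and the most abundant genes did not raise the correlation. GC content and length, and a difference shared by letter a, may contribute in part, but neither correction brought Sample 3a to the level of the other libraries. The deviation of Sample 3a from 3b and 3c correlated across 12180 genes with transcript length (Spearman 0.286) and with GC content (0.236). Mitochondrial mRNA stood at 15050 CPM in it. A difference in the treatment or handling of these cells stays open and was not tested.

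The S and G2/M phase genes were lower with 1,25(OH)2D3 than with vehicle in H1975–OR. Their median log2 fold change of −0.57 was −0.532 with the trend on GC content and length removed and −0.559 with the libraries thinned to the lowest total, so neither of these accounts for the fall. A slower cell cycle with 1,25(OH)2D3 is a candidate explanation, as a hypothesis from the same data, since the p rises above 0.05 with an estimated correlation (0.0641). For both agents against vehicle, a comparison for which the paper reports flow cytometry, the same genes had a median of 0.01, with 49 higher and 47 lower (camera p = 0.705, 0.91 under fry). By replicate letter the medians were −0.09, 0.06, and 0.08. The Fig. 4D genes were lower in the same comparison, with medians by letter of −0.336, −0.503, and −0.427 and 14, 19, and 14 of 20 lower. The study chose those genes on libraries that include these vehicle libraries.

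The replicate letters paired the H1975–OR libraries in most groups, but not for letter b of 1,25(OH)2D3 with the osimertinib groups. Deviations from the group means correlated across genes between vehicle and 1,25(OH)2D3 at 0.34, 0.19, and 0.23 for letters a, b, and c, between vehicle and osimertinib at 0.31, 0.12, and 0.20, between vehicle and both agents at 0.34, 0.12, and 0.18, and between osimertinib and both agents at 0.46, 0.28, and 0.26. They correlated at 0.18, −0.01, and 0.27 between 1,25(OH)2D3 and osimertinib, and at 0.30, 0.03, and 0.26 between 1,25(OH)2D3 and both agents. The paper's text does not say whether cells of one letter were treated side by side.

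Some genes that the paper measured by other assays had these RNA sequencing values. MMP2 was higher in vehicle-treated H1975–OR (5.97 ± 4.59 CPM) than in H1975 (0.556 ± 0.171 CPM), with a log2 fold change of 3.38 (standard error 0.89, adjusted p = 0.0289 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 0.00273 to 0.102 over the alternatives). It lost its call with the replicate block (0.0757) and without any one of Samples 1a (0.0653), 1b (0.102), 1c (0.083), 2b (0.0799), and 2c (0.0894). With both agents against osimertinib MMP2 had −2.61 (standard error 1.20, adjusted p = 1 by edgeR, from 0.287 to 1 over the alternatives). VIM had 0.51 (standard error 0.18, adjusted p = 0.0763 by edgeR, from 0.0233 to 0.23 over the alternatives) between H1975–OR and H1975, with 0.0233 without Sample 2a. EGFR had −0.66 (standard error 0.23, adjusted p = 0.0785 by edgeR) and VDR 0.07 (standard error 0.17, adjusted p = 0.794 by edgeR). With 1,25(OH)2D3, VDR had 0.29 (standard error 0.19, adjusted p = 0.808 by edgeR). CYP24A1 was lower in H1975–OR than in H1975, at −2.0 (standard error 0.35, adjusted p = 0.00554 by edgeR). The mean of CAMP was at least 6.13-fold higher in vehicle-treated H1975–OR. Its counts there were 2, 17, and 33 in Samples 2a, 2b, and 2c, so the bound does not hold for Sample 2a and depends on single libraries. With 1,25(OH)2D3 CAMP did not change detectably (3.43 ± 2.98 CPM with vehicle and 2.84 ± 0.978 CPM with 1,25(OH)2D3). CYP27B1 was too low to be tested.

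The column header of the heat map in Fig. 4D reads 3a and 3b, while the legend of Fig. 4 names 3b and 3c. All 20 genes were lower in both 3b and 3c than in every vehicle library, and 15 of the 20 were in Sample 3a.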
